# Comparative transcriptional analysis of *Candida auris* biofilms following farnesol and tyrosol treatment

**DOI:** 10.1128/spectrum.02278-23

**Published:** 2024-03-05

**Authors:** Ágnes Jakab, Fruzsina Kovács, Noémi Balla, Csaba Nagy-Köteles, Ágota Ragyák, Fruzsina Nagy, Andrew M. Borman, László Majoros, Renátó Kovács

**Keywords:** *Candida auris*, transcriptome, quorum-sensing, ergosterol, calcium, magnesium, iron, biofilm

## Abstract

*Candida auris* is frequently associated with biofilm-related invasive infections. The resistant profile of these biofilms necessitates innovative therapeutic options, where quorum sensing may be a potential target. Farnesol and tyrosol are two fungal quorum-sensing molecules with antifungal effects at supraphysiological concentrations. Here, we performed genome-wide transcript profiling with *C. auris* biofilms following farnesol or tyrosol exposure using transcriptome sequencing (RNA-Seq). Since transition metals play a central role in fungal virulence and biofilm formation, levels of intracellular calcium, magnesium, and iron were determined following farnesol or tyrosol treatment using inductively coupled plasma optical emission spectrometry. Farnesol caused an 89.9% and 73.8% significant reduction in the calcium and magnesium content, respectively, whereas tyrosol resulted in 82.6%, 76.6%, and 81.2% decrease in the calcium, magnesium, and iron content, respectively, compared to the control. Genes involved in biofilm events, glycolysis, ergosterol biosynthesis, fatty acid oxidation, iron metabolism, and autophagy were primarily affected in treated cells. To prove ergosterol quorum-sensing molecule interactions, microdilution-based susceptibility testing was performed, where the complexation of farnesol, but not tyrosol, with ergosterol was impeded in the presence of exogenous ergosterol, resulting in a minimum inhibitory concentration increase in the quorum-sensing molecules. This study revealed several farnesol- and tyrosol-specific responses, which will contribute to the development of alternative therapies against *C. auris* biofilms.

**IMPORTANCE:**

*Candida auris* is a multidrug-resistant fungal pathogen, which is frequently associated with biofilm-related infections. *Candida*-derived quorum-sensing molecules (farnesol and tyrosol) play a pivotal role in the regulation of fungal morphogenesis and biofilm development. Furthermore, they may have remarkable anti-biofilm effects, especially at supraphysiological concentrations. Innovative therapeutic approaches interfering with quorum sensing may be a promising future strategy against *C. auris* biofilms; however, limited data are currently available concerning farnesol-induced and tyrosol-related molecular effects in *C. auris*. Here, we detected several genes involved in biofilm events, glycolysis, ergosterol biosynthesis, fatty acid oxidation, iron metabolism, and autophagy, which were primarily influenced following farnesol or tyrosol exposure. Moreover, calcium, magnesium, and iron homeostasis were also significantly affected. These results reveal those molecular and physiological events, which may support the development of novel therapeutic approaches against *C. auris* biofilms.

## INTRODUCTION

Since its first clinical description, *Candida auris* has emerged as a serious threat in the healthcare environment, warranting specific guidance by the Centers for Disease Control and Prevention and assignments to the critical group in the fungal priority pathogen list published recently by the World Health Organization (1, 2). Micafungin and amphotericin B have been recommended as the first-line therapy against *C. auris* for adults and infants, respectively; however, cases involving echinocandin-resistant isolates have tripled in the USA in the last 2 years (3–5). To further complicate therapy, indwelling medical devices were the sources of approximately 90% of *C. auris* candidemia cases, indicating that biofilm formation is one of the main predisposing factors for this invasive infection (6, 7). In addition, several data sets describe the development of resistance to echinocandins following the initial administration of these antifungals (8–10).

Quorum sensing is a well-known population density-based communication system through the release and sensing of different quorum-sensing molecules (11, 12). Farnesol and tyrosol are the two best-described quorum-sensing molecules in the case of *Candida* species. Under physiological conditions, farnesol inhibits the yeast-to-hyphal transition, while tyrosol has the opposite effect in terms of morphogenesis (13, 14). The observed inhibitory effect of these molecules at supraphysiological concentrations suggests that they could represent a potential part of innovative preventive strategies against *Candida* biofilms, including against the *C. auris* sessile community (15–19). Those studies showed that both molecules have a remarkable antifungal effect, interfering with redox homeostasis, virulence, and intracellular microelement contents against planktonic forms of *C. auris*; however, the transcriptome-based biofilm-related changes remain to be elucidated (17, 18, 20).

The present study reveals those molecular events, which may be associated with the previously observed antifungal effect exerted by these two quorum-sensing molecules. A detailed understanding of quorum-sensing molecule-related molecular mechanisms can drive the development of novel therapies to overcome this potentially multi-resistant fungal species.

## MATERIALS AND METHODS

### Isolate and culture conditions

*C. auris* isolate 12 (NCPF 8973), derived from the South Asian/Indian lineage, was obtained from the National Mycology Reference Laboratory (United Kingdom) (21). The strain was maintained on yeast extract–peptone–dextrose (YPD) solid medium [10 g/L of yeast extract (Alfa Aesar, USA), 20 g/L of mycological peptone (Oxoid, United Kingdom), 20 g/L of dextrose, and 20 g/L of agar (VWR International LLC, Hungary), pH 5.6]. Culturing and biofilm formation were performed in RPMI-1640 (with L-glutamine and without bicarbonate, pH 7.0, and with 3-(N-morpholino) propanesulfonic acid; Merck Ltd, Budapest, Hungary). Farnesol (Merck Ltd.) was obtained as a 3-M stock solution, which was diluted to 30 mM in 100% methanol. The working concentration of farnesol (75 µM) was prepared in the RPMI-1640 medium. Drug-free RPMI-1640 controls were supplemented with 1% (vol/vol) methanol. Tyrosol [2-(4-hydroxyphenyl) ethanol] (Merck Ltd.) was prepared as a 0.1-M stock solution in sterile physiological saline. The working concentration of tyrosol (15 mM) was prepared in RPMI-1640.

### Biofilm formation

Prior to biofilm-related experiments, *C. auris* isolate was subcultured on YPD agar for 48 h at 37°C. The whole *C. auris* culture from the solid agar was picked up using a common sterile swab and washed into 10 mL of sterile physiological saline. Suspensions were centrifuged at 3,000 × *g* for 5 min and washed three times with sterile physiological saline. Subsequently, pellets were re-suspended in physiological saline, and the cell density was adjusted to 1 × 10^6^ cells/mL in sterile RPMI-1640 media for each experiment using a Burker’s chamber (12, 14). A total of 550 µL of the adjusted *C. auris* suspension was placed in each well of 24-well polystyrene plates (TPP, Trasadingen, Switzerland) and supplemented with 450 µL of sterile RPMI-1640. Then plates were incubated statically for 24 h at 37°C. After the incubation time, the culture medium was aspirated, and non-adherent cells were removed by washing the biofilms with sterile physiological saline. Tyrosol and farnesol in 15 mM and 75 µM concentrations were added to preformed 1-day-old biofilms, and plates were incubated for a further 24 h at 37°C. Developed biofilms treated with farnesol or tyrosol were scraped from the 24-well plates, and the contents of corresponding wells (500 µL) were pooled together and then washed three times with physiological saline (15, 17, 18). Three biological replicates of biofilm-forming cell suspensions were centrifuged at 3,000 × *g* for 10 min at 4°C, and the pellets were used for RNA extraction and intracellular metal content measure. Biofilm growth was characterized by measurement of dry cell mass (DCM) after freeze-drying of the biomass.

### RNA extraction

Total RNA samples were isolated from lyophilized *C. auris* cells (CHRIST Alpha 1-2 LD plus lyophilizer, Osterode, Germany) using Tri Reagent (Merck Ltd.) exactly as described in our previous studies (18, 20).

### Reverse-transcription quantitative real-time PCR (RT-qPCR) assays

For RT-qPCR, 1  µg of total RNA from each of three independent experiments was digested with DNase I (Merck Ltd.) following the manufacturer’s instructions, and the expression levels of genes were quantified with the Luna Universal One-Step RT-qPCR Kit (New England BioLabs, Ipswich, MA, USA) with the following cycling parameters: 10 min at 55°C and 1  min at 95°C, followed by 40 cycles of 10  s at 95°C, 10  s at 51°C, and 20  s at 65°C. The relative expression of each gene was normalized to that of the *ACT1* (B9J08_000486) gene. Oligonucleotide primers were designed with Oligo Explorer (v.1.1.) (https://oligo-explorer.software.informer.com/1.1/) and Oligo Analyzer (v.1.0.2) (https://oligo-analyzer.software.informer.com) software and are listed in Table S1. Relative transcription levels were quantified with the ΔΔCP method using the formula ΔΔCP = ΔCP_control_ − ΔCP_treated_, where ΔCP_control_ = CP_tested gene_ − CP_reference gene_, measured from control cultures, and ΔCP_treated_ = CP_tested gene_ − CP_reference gene_, measured from treated cultures (18, 20). CP values represent qRT-PCR cycle numbers of crossing points.

### RNA sequencing

Total RNA was isolated from the farnesol-treated, tyrosol-treated, and untreated biofilms of *C. auris* isolate 12. Whole RNA sequencing from ∼250 ng of high-quality total RNA was performed at the Genomic Medicine and Bioinformatic Core Facility, Department of Biochemistry and Molecular Biology, Faculty of Medicine, University of Debrecen, Debrecen, Hungary. To evaluate the total RNA sample quality, an Agilent BioAnalyzer was employed using the Eukaryotic Total RNA Nano Kit (Agilent Technologies, Inc., Santa Clara, CA, USA) as described in the manufacturer’s protocol (18, 20). Library preparation was performed from samples with an RNA integrity number higher than 7. Libraries were prepared with the NEBNext RNA Sample Preparation kit (New England BioLabs) according to the manufacturer’s protocol. Biofilm samples were sequenced (single-read 75-bp sequencing) on an Illumina NextSeq 500 instrument (Illumina, San Diego, CA, USA) separately. Depending on the sample type, 19–23 million reads per sample (farnesol treated, tyrosol treated, or untreated samples) were obtained. The FastQC package (www.bioinformatics.babraham.ac.uk/projects/) was used for quality control. Reads were aligned to the genome of *C. auris* B8441, retrieved from the Candida Genome Database (CGD) (www.candidagenome.org) with the HISAT2 algorithm combined with SAMtools (22). The successfully aligned reads of three experimental settings varied between 92% and 100%.

Regarding HISAT parameters, our fastp reports showed that a portion of the low-quality reads was approximately 2% in our raw data files. Adapter sequences were detected in only three samples, where three portions were 0.093%, 0.0927%, and 0.115%. The Q30 bases are >89% in the whole data set. These quality control results suggest that the raw data have good quality. Moreover, the fastp generation method of Illumina automatically does the trimming and removing of adapter sequences from reads when the bcl does the conversion to fastp. HISAT2 was used with the default parameters; these settings are available at the following website: http://daehwankimlab.github.io/hisat2/. The default settings of HISAT2 are suitable for removing adapter sequences and low-quality reads.

For the downstream analysis, we used the StrandNGS software, which is a next-generation sequencing data analysis tool. It supports the analysis of different types of NGS data, such as DNA-Seq, RNA-Seq, CHIP-Seq, Methyl-Seq, and small RNA-Seq. Raw (FASTQ, FASTA) and pre-aligned (BAM, SAM) data can be imported for analysis. This is a user-friendly software with a graphical interface for those researchers who do not have a bioinformatic background or the help of a bioinformatic team. It contains workflow for the analysis and visualization of RNA-Seq data including standard differential expression analysis for different experimental conditions (https://www.strand-ngs.com/files/manual/reference/rnaseq.html#SECTION00420000000000000000, https://www.strand-ngs.com/files/highlights/RNA-seq.pdf).

The workflow contains the following steps:

1. Quantification—generation expression values at gene, exon, and transcript levels.
2. Normalization—generation-normalized expression values; different algorithms are available such as DESeq, RPM, TMM, and quantile methods.
3. Statistical test for determining differential expression: *t*-tests, Mann–Whitney, and analysis of variance for identifying differentially expressed genes under different experimental conditions.
4. Multiple testing correction using Benjamini–Hochberg, Storey, Bonferroni, etc.

Regarding expression value calculation, we decided to import the pre-aligned BAM file format. During the analysis, we followed the default RNA-Seq workflow. The software-integrated DESeq algorithm was used for generating normalized gene expression values, and these values were used for determining the differentially expressed genes between the farnesol- and tyrosol-treated samples by moderated *t*-test with Benjamini–Hochberg false discovery rate for multiple testing correction.

### Evaluation of transcriptome data

The CGD platform (www.candidagenome.org) with default settings [function, process, and component gene ontology (GO) terms)] was used to characterize the up- and downregulated differentially expressed gene sets. Only hits with a corrected *P* value <0.05 were regarded as significantly enriched (Table S2).

Enrichment of selected genes belonging to the “virulence-associated genes,” “metabolic pathway-associated genes,” “iron metabolism-associated genes,” and “autophagy-related genes” groups in the up- and downregulated gene sets was studied with the Fisher’s exact test function of the R project (www.R-project.org/) (Table S3). The “virulence-associated genes” are known as putative genes involved in the genetic regulation of *Candida albicans* virulence properties (morphogenesis, adhesion, invasion, biofilm formation, and putative ABC transporters) according to previously published classifications (23–25). The “metabolic pathway-associated genes” include all genes related to ergosterol, carbohydrate, and fatty acid biochemical pathways based on the pathway databases (http://pathway.candidagenome.org/). The “iron metabolism-associated genes” were collected by the method proposed by Fourie et al. (26) and Gerwien et al. (27) (26, 27). “Autophagy-related genes” were collected from the CGD (www.candidagenome.org).

### Intracellular metal contents measured by inductively coupled plasma optical emission spectrometry in *Candida auris* biofilms

The selected intracellular element (Fe, Ca, and Mg) contents of the lyophilized biomass were determined by inductively coupled plasma optical emission spectrometry (5110 Agilent Technologies) following atmospheric wet digestion in 3 mL of 65% HNO_3_ and 1 mL of 30% H_2_O_2_ in glass beakers. The metal contents of the samples were normalized by DCM as described by Jakab et al. (20). The metal contents of the dry biomass were determined in triplicate, and mean ± standard deviation values were presented.

### Ergosterol-binding assay

To determine the binding of farnesol or tyrosol to the ergosterol present in *C. auris* cell membranes, an ergosterol-binding assay was performed on planktonic cells as described by Ramesh et al. (28). Briefly, ergosterol (Merck) was dissolved in dimethyl sulfoxide and then applied and diluted to 100- and 200-mg/L final concentrations in RPMI-1640. The minimum inhibitory concentration (MIC) values of farnesol or tyrosol against *C. auris* were determined in RPMI-1640 according to the recommendations proposed by the Clinical Laboratory Standards Institute M27-A3 protocol with and without media supplemented with ergosterol (29). The concentrations tested ranged from 0.585 to 300 µM for farnesol and from 0.058 to 30 mM for tyrosol, with 100 and 200 mg/L of ergosterol in RPMI-1640. MICs were determined as the lowest concentration that caused at least 50% growth inhibition compared to the untreated control cells. The changes in MIC values with and without added ergosterol were determined to allow calculation of the ergosterol-binding ability of farnesol and tyrosol.

## RESULTS

### Genome-wide transcriptional changes for *Candida auris* biofilms

Reproducible relationships between RNA-Seq results were confirmed by principal component analysis (Fig. S1). Furthermore, the effects of quorum-sensing molecules on the transcriptomes are summarized in Fig. 1A through D and Fig. 2.

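The 9 transcriptomes came from *C. auris* isolate 12, with 3 biological replicates each of control, farnesol-treated and tyrosol-treated biofilm. Biofilms formed for 24 h were exposed to 75 µM farnesol, a sesquiterpene alcohol, or to 15 mM tyrosol, a phenolic alcohol, and harvested 24 h later at 37°C. According to the paper the controls held 1% methanol, the farnesol stock was diluted in methanol, and tyrosol came without it. Effects of tyrosol and of the lack of methanol can therefore not be told apart against these controls. The paper does not state the final methanol content with farnesol, so that comparison may not be matched in solvent either. The tyrosol-treated replicates lay on one side of the first principal component, with scores of 50.9, 5.65 and 17.74, and the controls on the other, with −9.84, −21.53 and −19.22. Farnesol-treated replicates 1, 2 and 3 scored 7.35, −24.61 and −6.45 on that component, which held 58% of the variance. On the second component (15.5% of the variance), farnesol replicate 2 scored 24.03 and farnesol replicate 3 scored −19.62. Across genes, the correlation between tyrosol replicates was 0.77 for replicates 1 and 3, 0.39 for 1 and 2, and 0.36 for 2 and 3, and between controls it was 0.24 to 0.36. Between farnesol replicates it was −0.04, −0.07 and −0.26. Farnesol replicate 2 correlated at 0.45 and 0.42 with controls 2 and 3 and at −0.11 with control 1. Each gene is centred on its median over the 9 libraries, so these correlations compare differences between libraries and not expression levels. The share of the first component was 40.3% without tyrosol replicate 1 and 41.8% after quantile normalization.

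**Figure D1:**
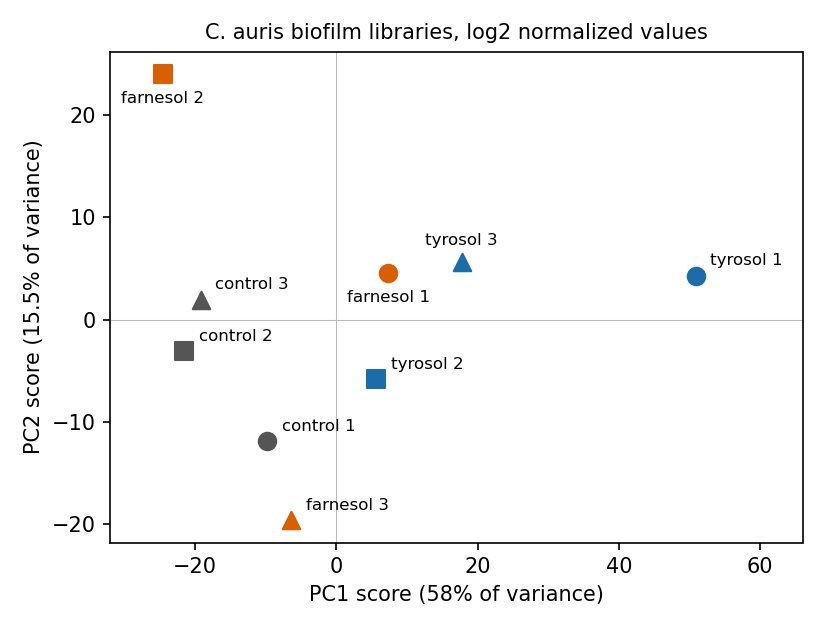
Principal component scores of the 9 biofilm libraries from the log2 normalized values of all genes. Colours mark the conditions and symbols the replicates; tyrosol replicate 1 lies at 50.9 on PC1 and farnesol replicate 2 at 24.03 on PC2.

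The deposited values are log2 DESeq-normalized expression values that the authors made in Strand NGS from reads aligned with HISAT2 to the B8441 genome. They cover 5417 genes, and each gene is centred on its own median over the 9 libraries, so that differences between samples are kept and the expression level is not. The paper gives the number of reads per sample, but the deposited values hold no counts, so the depth behind each gene is unknown. Treated and control replicates were compared with limma, the P values were adjusted by the Benjamini–Hochberg method over all genes, and a gene was called at an adjusted P under 0.05 and a change over 1.5-fold, the thresholds of the paper. In fits with the replicate number as a block, each treated replicate is compared with the control of the same number. These stand beside the tyrosol results, where deviations from the group means correlated at 0.31, 0.25 and 0.38 between samples of the same number. Neither the labels nor the paper state such a pairing, so results with the block hold only if the numbers do pair the samples. Farnesol replicate 3 did not pair in this way, with −0.36 against control 3 and −0.36 against tyrosol replicate 3. The farnesol fold changes printed in Table S3 equal the mean of farnesol replicates 1 and 3 alone, to a residual SD of 3.4e-06 over 250 genes, and the paper gives no reason for leaving out replicate 2. Farnesol values are therefore given for replicates 1 and 3, for all 3 replicates, and for replicate 2. Gene symbols are those of *C. albicans* orthologs, as the tables of the paper pair them with the *C. auris* genes.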

**Fig 1:**
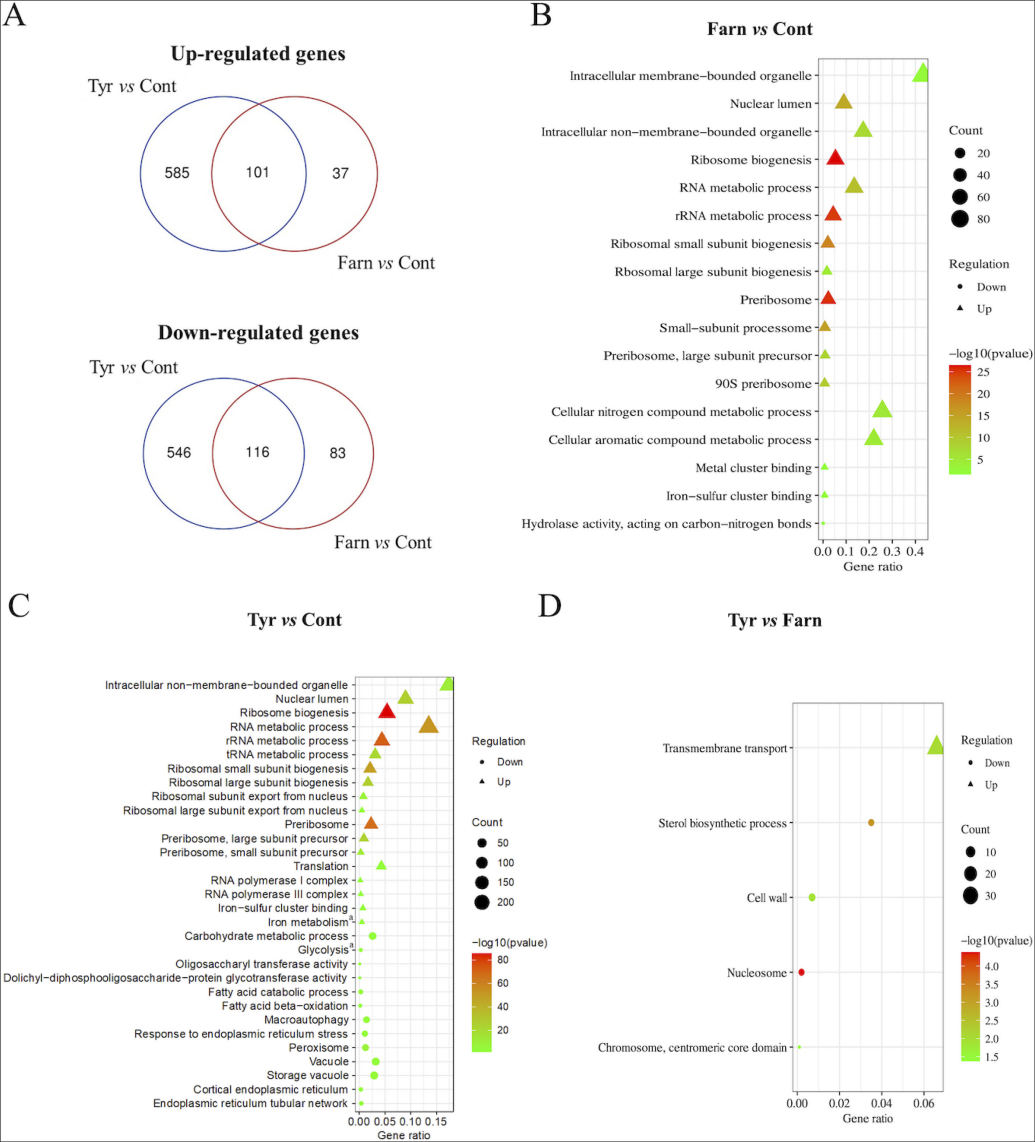
Summary of RNA-Seq data and main gene enrichment analyses. (**A**) The effects of tyrosol (Tyr vs Cont) and farnesol (Farn vs Cont) treatment on the transcriptomes are depicted in the Venn diagrams. (**B–D**) Bubble charts of GO terms of CGD (http://www.candidagenome.org/cgi-bin/GO/goTermFinder) and results of the Fisher’s exact test generated by different expression genes. Bubble charts represent up- (Δ) and downregulated (•) genes belonging to gene groups farnesol-treated vs untreated (**B**), tyrosol-treated vs untreated (**C**), and farnesol- vs tyrosol-treated (**D**) comparisons where the enrichment was significant (*P* < 0.05). The color of the bubble means the significance of the corresponding pathway (in green color, low *P* values; in red color, high *P* values). In addition, the size of the bubble means the number of different expression genes in this pathway. Only the differentially expressed genes (corrected *P* value of <0.05) exhibiting more than a 1.5-fold increase or decrease in their transcription are shown. The full list of the significantly enriched GO terms is available in Table S2. Significant enrichment in the appropriate gene set according to Fisher’s exact test (*P* < 0.05). The full data set is available in Table S3.

**Fig 2:**
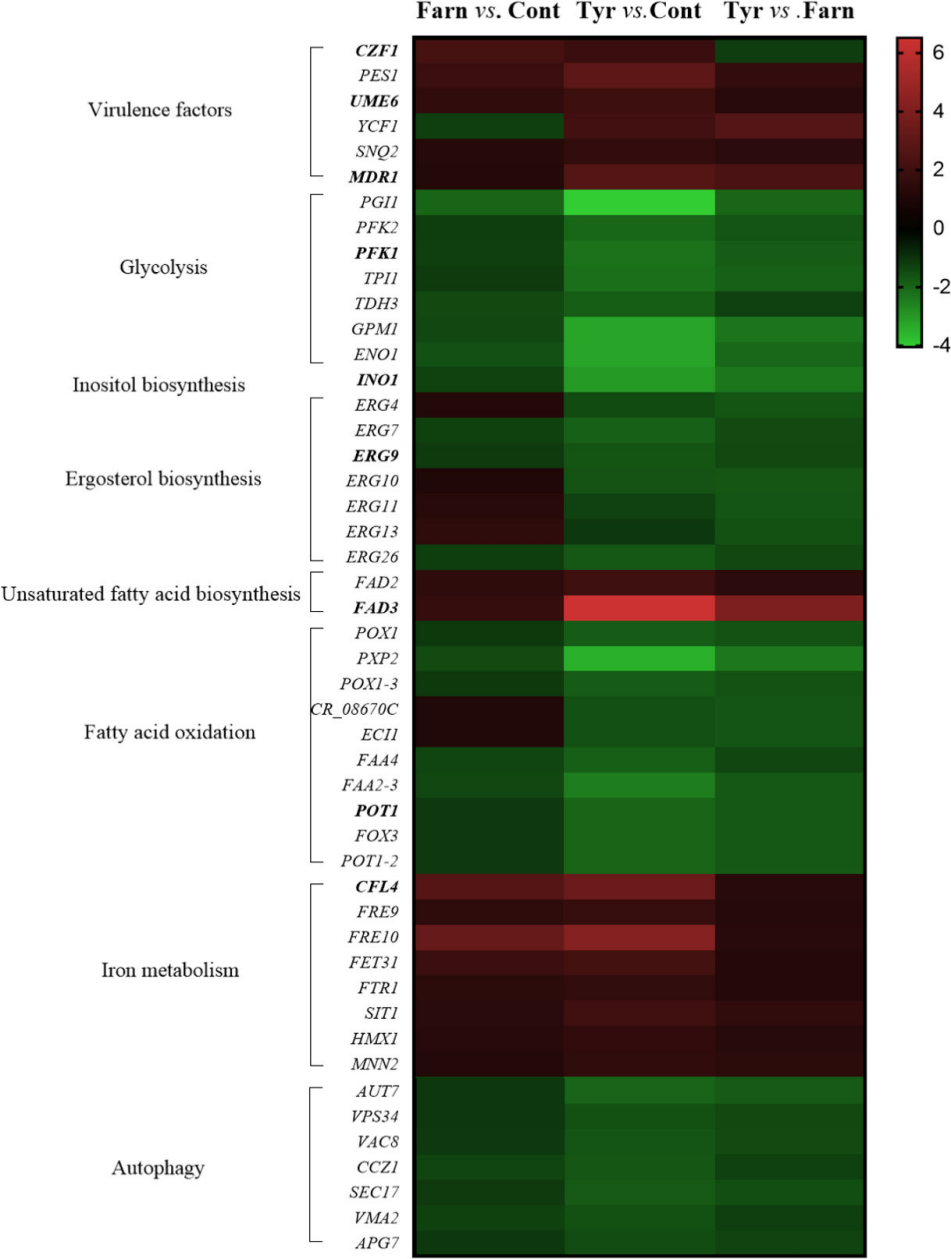
The effects of quorum-sensing compounds, farnesol and tyrosol, on the expression of selected genes of *Candida auris* biofilms. The heat map demonstrates the expression profiles of representative genes according to the color scale that indicates gene expression changes in fold change units. Table S3 summarizes the data that were used for the construction of the heat map. Bold names indicate the genes that were selected for the RT-qPCR analysis. The data set for genes is available in Table S4 in the supplemental material.

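Of the 67 genes that the paper names, 61 differed from control by more than 1.5-fold in the mean of the tyrosol replicates and 16 in the mean of all 3 farnesol replicates. The paper chose these genes from the same samples. The farnesol count depends on replicate 2: of 38 genes over 1.5-fold with farnesol in Table S3, 19 were so over all 3 replicates and 38 in replicates 1 and 3. *ALD5*, which encodes an aldehyde dehydrogenase (B9J08_003088, scaffold 1), had a log2 fold change of −3.35 under tyrosol (SE 0.58, adjusted P = 0.082, limma). With the replicate number as a block *ALD5* passed the test (SE 0.32, adjusted P = 0.027). Under farnesol its log2 fold change was −1.01 in replicates 1 and 3 (SE 0.36, adjusted P = 0.44, limma) and −0.52 over all 3, with 0.47 in replicate 2. Over all genes, the replicates of tyrosol treatment were unlike in size: 48.8%, 12.9% and 23.4% of genes lay more than 1.5-fold from the control mean in replicates 1, 2 and 3. In the farnesol-treated replicates these shares were 17.3%, 17.7% and 11.4%. The SD over genes of the log2 difference from the control mean was 0.626 ± 0.276 (SD, n = 3) for tyrosol and 0.437 ± 0.0445 (SD, n = 3) for farnesol. The difference of 0.189 was not larger than the spread between replicates (exact permutation test, two-sided, p = 0.3, where 0.1 is the smallest p that 3 against 3 replicates allow). Each control against the mean of the other two had an SD over genes of 0.33, 0.372 and 0.334.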

Tyrosol-related effects on *C. auris* biofilms were more pronounced than the farnesol-related effects when compared with untreated control sessile cells. 

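In tyrosol-treated biofilms, 1151 genes lay above all controls in every replicate and 1112 lay below, which is 21.2% and 20.5% of the genes where chance gives 5% on each side. In farnesol-treated replicates 1 and 3, 864 genes lay above and 832 below all controls, where chance gives 10% on each side; with replicate 2 included, 292 and 263 did (5.39% and 4.86%). A mean change over 1.5-fold was seen in 737 genes higher and 799 genes lower with tyrosol. With farnesol it was seen in 182 genes higher and 327 lower from replicates 1 and 3, and in 74 higher and 175 lower from all 3. No gene was called by limma for either compound: the smallest adjusted P was 0.069 for tyrosol, 0.872 for farnesol, and 0.206 for farnesol replicates 1 and 3. At an unadjusted P under 0.05 there were 1852 genes for tyrosol, 247 for farnesol and 590 for farnesol replicates 1 and 3, against 270.9 by chance. Farnesol replicates 1 and 2, without replicate 3, gave 520. With the replicate number as a block, 399 genes rose and 460 fell with tyrosol, among them 40 of the genes that the paper names, such as *TYE7*, *FAD3* and *PGI1*. Of these, 375 and 399 also lay outside all controls in every tyrosol replicate. Tyrosol counts without the block were 548 higher and 503 lower without tyrosol replicate 2, 524 and 478 after quantile normalization, and 10 and 3 in one fit of all 9 libraries. Leaving out any other single tyrosol or control library gave 0 and 0. Quantile normalization acted on values centred per gene and gave every library the same spread. It therefore evens out replicates of unlike size, such as tyrosol replicates 1 and 2 with SDs over genes of 0.748 and 0.264.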

The number of upregulated genes was 686 and 138 for tyrosol and farnesol, respectively, while 662 and 199 genes were downregulated for tyrosol and farnesol, respectively (Fig. 1A). The overlaps between tyrosol- and farnesol-responsive genes were considerable (101 and 116 overlapping up- and downregulated genes, respectively); however, the transcription of several genes changed exclusively in response to tyrosol exposure (the number of up- and downregulated tyrosol-responsive genes was 585 and 546, respectively (Fig. 1A).

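The ferric reductase genes *CFL4* and *FRE10* and the iron transporter gene *CCC1* lay above all controls in every replicate of both treatments. *PRA1* of the metal acquisition list, which encodes a secreted zinc-binding protein, lay below all controls in every tyrosol replicate (log2 fold change −0.78) and had −0.54 in farnesol replicates 1 and 3 and 0.02 in replicate 2. Across genes, the log2 fold changes of both treatments correlated at r = 0.68 from farnesol replicates 1 and 3, with the same sign in 75.6% of genes, and at r = 0.56 from all 3, with the same sign in 70.6%. Both comparisons use the same 3 controls, and in 100 simulations of unchanged groups this alone gave a mean r of 0.45 for 2 farnesol libraries and 0.5 for 3. The covariance of the fold changes was 0.144 from farnesol replicates 1 and 3, against 0.0483 at most in the simulations, and 0.0939 from all 3, against 0.0465 at most. The simulations lay close together, as when genes vary independently, whereas many genes vary together between these libraries. Exceeding them, here or in the overlaps that follow, therefore does not decide between shared controls and a common response. No gene was called by limma for both compounds. At an unadjusted P under 0.05 and 1.5-fold, 25 genes were higher and 33 lower with both, and 5 went opposite ways; independent lists would share 4.85 and 10.4, and the simulations shared 14.1 and 14.2 on average and 27 and 26 at most. From farnesol replicates 1 and 3 this setting, chosen after the values were seen, gave 100 higher and 119 lower with both, and 6 in opposite directions; independent lists would share 17.1 and 25.1, and the simulations with 2 farnesol libraries shared 14.8 and 14.2 on average and 26 at most in either direction. With the controls divided between the compounds, so that none served both, r was 0.45 to 0.55 over 6 divisions from farnesol replicates 1 and 3, and 0.15 to 0.46 from all 3. With the replicate number as a block, all 399 higher and 460 lower genes of tyrosol were called for tyrosol alone, since farnesol had none; a direct comparison of the compounds called no gene.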

RT-qPCR was performed to quantify the transcription of 11 selected genes (six upregulated genes: *UME6*, *CFL4*, *BIO2*, *CZF*1, *FAD3*, and *MDR1*; three downregulated genes: *PFK1*, *INO1*, and *POT1*; and two non-differentially expressed genes: *ACT1* and *ERG9*) selected on the basis of the RNA-Seq experiments (Table S1). The fold change obtained using RNA-Seq was compared with relative transcription levels (ΔΔCP) derived from RT-qPCR analysis. The similarity between the transcription levels obtained from the two methods indicates high consistency between the analytical data. Table S4 indicates a good correlation between RNA-Seq and RT-qPCR data with a correlation coefficient (*r*) of 0.89 (farnesol vs control) and 0.95 (tyrosol vs control). 

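The order of the 11 genes was similar in both assays, with *POT1* under farnesol of opposite sign when all 3 replicates were taken. *BIO2* (biotin synthase), *CFL4* and *FAD3* (fatty acid desaturase) had the highest RNA-Seq values under tyrosol, and *INO1* (inositol-1-phosphate synthase), *PFK1* (phosphofructokinase subunit) and *POT1* (peroxisomal thiolase) the lowest. Across these genes, the log2 fold change under tyrosol correlated with the ΔΔCP values of the paper at Pearson's r = 0.99 (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations give, adjusted 3e-05) and Spearman's rho = 1. For farnesol replicates 1 and 3, r was 0.92 (permutation p = 1e-04, adjusted 2e-04) and rho 0.90. With replicate 2 included, r was 0.90 (permutation p = 0.00017, adjusted 0.00026) and rho 0.89. These correlations belong to one family of 6, and permute genes that the study chose, so their P values speak of the pairing of values across these genes and not of biological replicates. Without the 2 genes farthest from the median ΔΔCP, r was 0.99 for tyrosol, 0.90 for farnesol replicates 1 and 3, and 0.84 for all farnesol replicates. With these RNA-Seq values turned into signed linear folds, the scale used in Table S4, it was 0.97, 0.94 and 0.86 in the same order. *ACT1*, the reference gene of the RT-qPCR, had log2 fold changes of −0.31 under tyrosol (SE 0.16) and −0.24 in farnesol replicates 1 and 3 (SE 0.17). Over all 3 farnesol replicates it had −0.13 (SE 0.18). For *POT1* under farnesol, the ΔΔCP of the paper is −0.82 ± 0.48 (SD), and the log2 fold change was −0.19 in replicates 1 and 3 (SE 0.3), 0.55 in replicate 2 and 0.05 over all 3 (SE 0.32). From the similarity of the values, the paper concludes that the methods give consistent data.

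**Figure D2:**
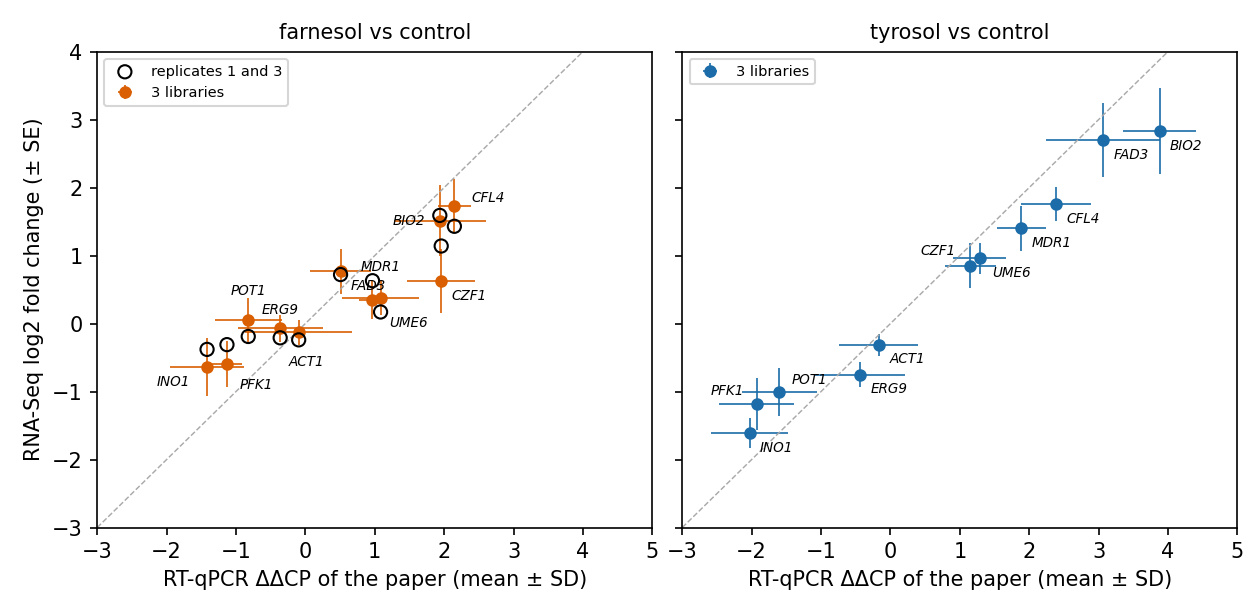
RNA-Seq log2 fold change (± SE, filled points, 3 libraries) against the RT-qPCR ΔΔCP of the paper (mean ± SD) for 11 genes, with farnesol on the left and tyrosol on the right. Open circles show farnesol replicates 1 and 3 and the dashed line equal values; across genes r is 0.90 for all farnesol replicates and 0.99 for tyrosol.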

Transcriptional changes for up- and downregulated genes were further characterized using gene set enrichment analyses (Fig. 1B through D; Tables S2 and S3), and selected changes are illustrated in a heat map (Fig. 2).

### Farnesol-associated transcriptomic effect in *Candida auris* biofilm

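In farnesol replicates 1 and 3, the transcription factor genes *TYE7* (glycolysis regulator), *CZF1* and *UME6* (regulators of filamentation) and *PES1* (a pescadillo homolog needed for growth as yeast) had log2 fold changes of 1.45, 1.14, 0.63 and 0.88. In replicate 2 the same genes had −1.4, −0.43, −0.21 and −0.33, and over all 3 replicates 0.5, 0.62, 0.35 and 0.48. *CFL4* (B9J08_001450, scaffold 5) and *FRE10* (B9J08_000701, scaffold 3), which encode ferric reductases, were higher in every replicate. *CFL4* had 1.43 in replicates 1 and 3 (SE 0.37), 2.33 in replicate 2 and 1.73 over all 3 (SE 0.39, adjusted P = 0.87, limma). *FRE10* had 1.71 (SE 0.32), 1.73 and 1.72 (SE 0.28, adjusted P = 0.87, limma). The multicopper oxidase gene *FET31* had 0.88, 0.25 and 0.67, and the iron transporter gene *CCC1* 0.74, 0.63 and 0.7, in the same order. Of the genes for iron-sulfur proteins, *BIO2* (biotin synthase) had 1.59, 1.36 and 1.51, and *SDH2* (succinate dehydrogenase subunit) 0.62 in each. The 6 iron-sulfur genes listed in Table S2 had a median of 0.73 in replicates 1 and 3 and 0.51 in replicate 2. The 29 genes of small and the 14 of large ribosomal subunit biogenesis listed there each had a median of 0.68 in replicates 1 and 3, against −0.18 and −0.27 in replicate 2. All 29 and all 14 lay above every control in replicates 1 and 3, and 1 and 2 did so in all 3 replicates. The paper chose these genes by their fold change in these samples, so their direction is not independent evidence. None of the 10 named genes was called by limma: adjusted P was 0.44 for each in replicates 1 and 3, with unadjusted P of 0.0011 to 0.031, and 0.87 to 0.95 over all 3 replicates.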

Based on our transcriptomic data, genes involved in biofilm formation (*CZF1*, *UME6*, and *TYE7* transcription factors; and *PES1*, encoding a key enzyme specific to the regulation of the hyphae-to-yeast transition), iron-sulfur cluster binding (*RLI1*, *ISA1*, *BIO2*, *SDH2*, *DRE2*, and *LEU1*), iron uptake (*FET31*, multicopper oxidase; *CCC1*, ferrous iron transporter; *CFL4* and *FRE10*, ferric reductases), and ribosome biogenesis (50 genes), ribosomal small subunit biogenesis (29 genes), ribosomal large subunit biogenesis (14 genes), RNA metabolic process (54 genes), and rRNA metabolic process (45 genes) were enriched in the upregulated gene set (Fig. 1 and 2; Tables S2 and S3). Upregulation of *UME6*, *CZF1*, *BIO2*, and *CFL4* under farnesol exposure was confirmed by RT-qPCR data (Table S4).

### Tyrosol-associated transcriptomic effect in *Candida auris* biofilm

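The biofilm-formation genes that the paper names, *TYE7*, *PES1*, *UME6* and *CZF1*, had higher transcripts in all 3 tyrosol replicates. Whole lists went different ways: the morphogenesis list had 4 genes positive and 4 negative (median 0.01), and biofilm maturation 9 and 13 (median −0.11). The biofilm dispersion list had 3 and 1 (median 0.56). *TYE7*, the regulator of glycolytic genes (B9J08_004171, scaffold 7), had log2 differences from the control mean of 2.9, 1.32 and 1.91, with a mean of 2.04 (SE 0.51, adjusted P = 0.092, limma). With the replicate number as a block, *TYE7* rose (SE 0.15, adjusted P = 0.024, limma). *PES1* (B9J08_003031, scaffold 1), whose product holds cells in yeast growth, also rose in the blocked fit, with a log2 fold change of 1.56 (SE 0.26, adjusted P = 0.032, limma). So did *UME6* (B9J08_000592, scaffold 3), a regulator of hyphal extension, with 0.96 (SE 0.17, adjusted P = 0.032, limma). *CZF1* (B9J08_003772, scaffold 1), a zinc finger regulator of filamentous growth, had 0.85 and did not pass (SE 0.22, adjusted P = 0.051, limma with the block). Each of these genes lay above all controls in every tyrosol replicate. Without the block none of them was called, with adjusted P of 0.091 to 0.12.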

Transcripts of biofilm-formation genes (*CZF1*, *UME6*, and *TYE7* transcription factors; and *PES1*) were also activated by tyrosol treatment (Fig. 2; Table S3). Furthermore, significant upregulation was observed in the case of the following genes: putative ABC transporters (*MDR1*, *YCF1*, and *SNQ2*) and unsaturated fatty acid biosynthetic process (*FAD2* and *FAD*3 encoding for delta-12 and omega-3 fatty acid desaturases) (Fig. 2; Table S3). In addition, tyrosol treatment resulted in the enrichment of upregulated iron homeostasis (*CFL4*, *FRE9*, and *FRE10*, ferric reductases; *FET31*, multicopper oxidase; *FTR1*, iron permease; *SIT1*, ferrichrome siderophores transporter; *HXM1*, heme oxygenase; *MNN2* and *CCC1*, iron transporters), iron-sulfur cluster binding (15 genes, e.g., *RLI1*, *ECM17*, *YAH1*, *ISA1*, *LYS4*, *BIO2*, *ELP3*, *SDH2*, *DRE2*, and *LEU1*), and ribosome biogenesis (175 genes), ribosomal small subunit biogenesis (84 genes), ribosomal large subunit biogenesis (57 genes), RNA metabolic process (241 genes), rRNA metabolic process (147 genes), tRNA metabolic process (74 genes), RNA polymerase I complex (8 genes), RNA polymerase III complex (9 genes), and translation (52 genes) (Fig. 1 and 2; Tables S2 and S3).

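Both fatty acid desaturase genes and 1 of the efflux genes rose under tyrosol once replicates were paired by number. *FAD3* (B9J08_004149, scaffold 7) had a log2 fold change of 2.7 (SE 0.46, adjusted P = 0.032, limma with the block), with 4.08, 1.67 and 2.35 in the single replicates. *FAD2* (B9J08_004590, scaffold 6) had 0.98 (SE 0.18, adjusted P = 0.034, limma with the block). *MDR1* (B9J08_003981, scaffold 1), known in *C. albicans* as a major facilitator rather than an ABC transporter, had 1.4 (SE 0.27, adjusted P = 0.036, limma with the block). The ABC transporter genes *YCF1* and *SNQ2* had 1.05 (SE 0.38) and 0.67 (SE 0.21) and did not pass, with adjusted P of 0.098 and 0.069. Without the block the adjusted P was 0.089 to 0.11 for these 5 genes, and all of them lay above every control in every tyrosol replicate. Of the 6 genes of the putative ABC transporter list, 5 had a positive log2 fold change (median 0.57); 1 was higher when adjusted over the list alone. All 4 genes of the unsaturated fatty acid list were positive (median 0.71), and 2 were higher when adjusted over the list alone. Neither list passed camera (adjusted P = 0.073 and 0.071, and 0.069 for each with the block) or Fisher's exact test with the block. Without the block no gene was called, so Fisher's exact test could not pass there. The study compiled both lists. Directly against farnesol, *FAD3* had 1.93 (SE 0.64, adjusted P = 0.35, limma) and *MDR1* 1.02 (SE 0.4, adjusted P = 0.35).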

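The named iron uptake genes lay above all controls in every tyrosol-treated replicate, and 6 of them rose once replicates were paired by number. In the fit with the replicate number as a block, *FRE10* rose by a log2 fold change of 2.06 (SE 0.42, adjusted P = 0.039, limma) and *CFL4* by 1.76 (SE 0.26, adjusted P = 0.032). *FET31* (B9J08_000517, scaffold 3) rose by 1.09 (SE 0.19, adjusted P = 0.032), the siderophore transporter gene *SIT1* (B9J08_002110, scaffold 10) by 1.0 (SE 0.18, adjusted P = 0.034), and *CCC1* (B9J08_002258, scaffold 9) by 1.01 (SE 0.21, adjusted P = 0.039). *HMX1*, for heme oxygenase, rose by 0.64 (SE 0.16, adjusted P = 0.049). The ferric reductase gene *FRE9* had 0.8, the iron permease gene *FTR1* 0.66 and *MNN2*, known in *C. albicans* as a mannosyltransferase gene, 0.63, with adjusted P of 0.058, 0.08 and 0.059. Without the block, adjusted P was 0.079 to 0.11 for all 9 genes. Of the 28 genes of the iron metabolism list, 13 lay above all controls in every replicate and 0 below; 21 had a positive log2 fold change (median 0.41). The block called 7 of them higher, and 9 were higher when adjusted over the list alone. The list as a whole was higher by camera with a preset correlation of 0.01 (adjusted P = 0.0089, and 0.014 with the block), a call that was lost with an estimated correlation (adjusted P = 0.67, and 0.75 with the block). The 15 iron-sulfur cluster genes listed in Table S2 had a median log2 fold change of 1.0, from 0.63 to 2.83 in *BIO2* (B9J08_001884, scaffold 8). All 15 lay above every control in every replicate, 0 were called without the block, and 10 rose with it. Both lists were chosen by the study, the Table S2 genes by their change in these samples, so the counts are not independent evidence of direction.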

Conversely, ergosterol biosynthetic process (*ERG4*, *ERG7*, *ERG9*, *ERG10*, and *ERG26*), phospholipid binding (26 genes), carbohydrate metabolic process [36 genes, e.g., inositol metabolic process (*INO1* and CR_08,330W), trehalose metabolism (*TPS1*), glycolysis (*PGI1*, *PFK2*, *PFK1*, *TPI1*, *TDH3*, *GPM1*, and *ENO1*) and maltose degradation (*MAL2*, C5_04,940W, *GDB1*, and C5_04940W9)], fatty acid metabolic process [20 genes, e.g., fatty acid beta-oxidation (*POX1*, *PXP2*, *POX1-3*, CR_08,670C, *ECI1*, *FAA4*, and *FAA2-3*) and glyoxylate cycle (*MLS1* and *MDH1-3*)], carboxylic acid catabolic process [22 genes, e.g., glutamate degradation (*GAD1*, *UGA11*, and *UGA2*)], macroautophagy (25 genes), and response to endoplasmic reticulum stress (20 genes) were enriched in the downregulated gene set (Fig. 1 and 2; Tables S2 and S3).

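Under tyrosol, most of the β-oxidation and glutamate degradation genes had a negative log2 fold change, whereas glyoxylate cycle and ergosterol genes went both ways. The values that follow are log2 fold changes, with the test in the fit with the replicate number as a block. *INO1*, for inositol-1-phosphate synthase (B9J08_002762, scaffold 1), fell by 1.61 (SE 0.16, adjusted P = 0.027, limma), and the replicates had −1.58, −1.39 and −1.87. *PXP2*, for an acyl-CoA oxidase (B9J08_001741, scaffold 8), fell by 1.81 (SE 0.2, adjusted P = 0.031), and the fatty acyl-CoA synthetase genes *FAA2-3* and *FAA4* fell by 1.31 and 0.92. *ECI1* fell by 0.68, whereas *POX1* had −0.88 and did not pass (adjusted P = 0.07). Of the 9 genes of the fatty acid oxidation list, 6 lay below all controls in every replicate, 5 fell with the block and 3 were lower when adjusted over the list alone without it. This list passed Fisher's exact test with the block (adjusted P = 0.012), but in the fit of all 9 libraries with the block and after quantile normalization 0 lists did. *MDH1-3* (malate dehydrogenase, B9J08_003466, scaffold 1) fell by 1.8 (SE 0.38, adjusted P = 0.039) and *MLS1* (malate synthase) by 0.98, but 2 of the 6 genes of the glyoxylate cycle list were positive and the list did not pass (median −0.49; camera, adjusted P = 0.31, and 0.32 with the block). *GAD1* (glutamate decarboxylase) fell by 1.51 and *UGA11* (a transaminase) by 1.12, and *UGA2* had −0.6 (adjusted P = 0.089). The debranching enzyme gene *GDB1* fell by 1.42 and the maltase gene *MAL2* by 0.81; the trehalose synthase gene *TPS1* had −0.73 (adjusted P = 0.1). Of the 19 genes of the ergosterol list, *ERG7*, *ERG9* and *ERG10* fell by 0.94, 0.75 and 0.73, whereas *CYB5* and *ERG1* rose by 0.85 and 0.88. *ERG4* and *ERG26* had −0.59 and −0.8, with adjusted P of 0.053 and 0.075. Over that list 8 values were positive and 11 negative (median −0.15). Without the block none of these genes was called, with adjusted P of 0.069 to 0.17.

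**Figure D3:**
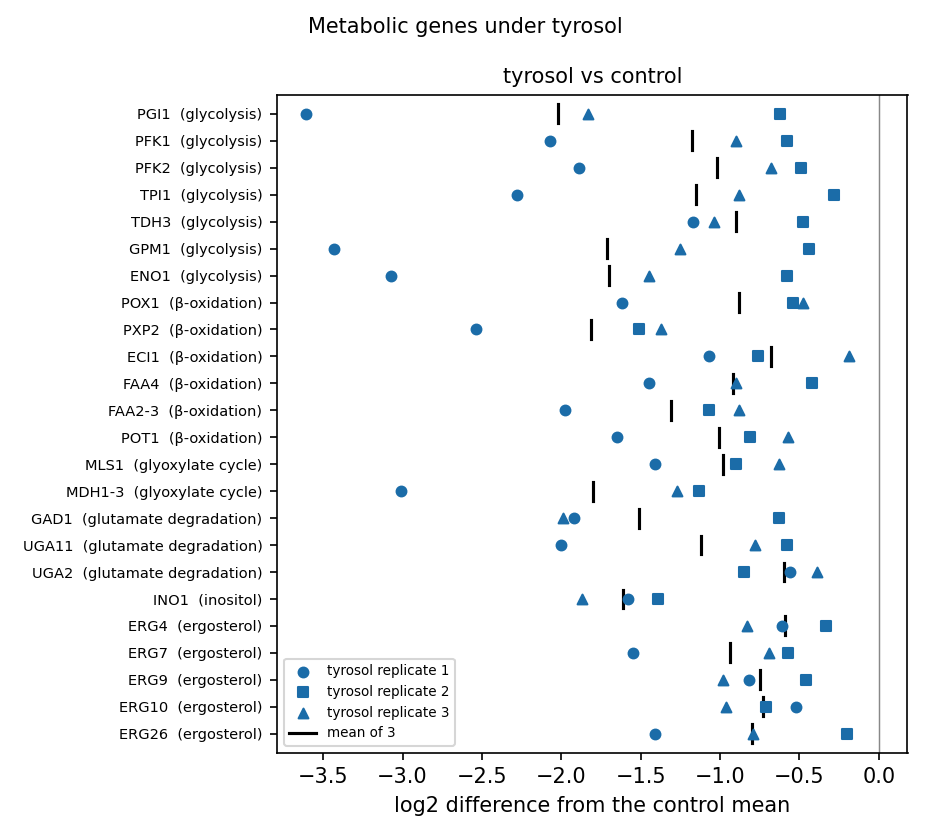
Log2 difference from the control mean of metabolic genes in tyrosol replicates 1, 2 and 3 (symbols), with the mean of the 3 as a bar. *PXP2* lies at −2.54, −1.51 and −1.37, and *PGI1* at −3.61, −0.62 and −1.83.

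With a preset correlation, camera called the fatty acid oxidation list lower (adjusted P = 0.03, and 0.014 with the block) and the glutamate degradation list only with the block (0.031). With an estimated correlation no call remained (adjusted P = 0.67 and 0.75, and 0.75 for glutamate). The study compiled these lists, so their counts are not independent evidence of direction.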

Moreover, tyrosol exposure significantly decreased the transcription of 28 peroxisomal genes, 42 vacuolar genes, 37 genes of the cell cortex, including 9 genes of the cortical endoplasmic reticulum and 20 genes of the cortical actin cytoskeleton, and 9 genes of the endoplasmic reticulum tubular network in the cellular component-related gene set (Fig. 1; Table S2). It is noteworthy that tyrosol treatment caused a significant increase in the transcription of *UME6*, *CZF1*, *FAD3*, *BIO2*, *CFL4*, and *MDR1* based on the RT-qPCR measurements. In addition, the downregulation of *PFK1*, *INO1*, and *POT1* was also supported by RT-qPCR (Table S4).

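The genes for peroxisomal, cortical endoplasmic reticulum and cortical actin proteins that Table S2 lists as downregulated by tyrosol mostly lay below all controls in every replicate. The 28 peroxisomal genes listed in Table S2 had log2 fold changes from −1.81 to −0.59 (median −0.85), 24 of them lay below all controls in every replicate, and 17 fell by limma with the replicate number as a block. The 20 genes of the cortical actin cytoskeleton, which includes the patches that drive endocytosis, had −1.38 to −0.59 (median −0.86); 19 lay below all controls and 11 fell with the block. Of 13 genes of actin cortical patch organization (median −0.86), 11 lay below all controls and 6 fell with the block. The 9 genes of the cortical endoplasmic reticulum and the 9 of its tubular network, which shapes the membrane into tubes, had values from −1.41 to −0.63 (median −1.0) in each list; 7 of each lay below all controls, and 7 of each fell with the block. The lists of the cortical endoplasmic reticulum and of the tubular network have the same range, median and counts, so they may hold the same genes. Without the block 0 genes of any list above were called. The paper listed these genes because they had changed in these samples, so their direction is given by that choice. They are part of each group: the table counts 65 peroxisomal, 18 cortical endoplasmic reticulum and 70 cortical actin genes in its background, and the rest were not examined.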

The obtained data indicated that tyrosol exposure significantly increased the transcription of 30 transmembrane transport-related genes and decreased the expression of four ergosterol biosynthetic process (*ERG4*, *ERG10*, *ERG11*, and *ERG13*)-related genes compared to farnesol treatment (Fig. 1 and 2; Tables S2 and S3).

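No single gene was called when tyrosol-treated biofilms were set directly against farnesol-treated ones, although most ergosterol genes had a negative log2 fold change. *ERG4*, the last enzyme of the ergosterol pathway (B9J08_002852, scaffold 1), had a log2 fold change of −0.77 against farnesol replicates 1 and 3 (SE 0.28, adjusted P = 0.57, limma) and −0.84 against all 3 (SE 0.25, adjusted P = 0.35). *ERG13*, for HMG-CoA synthase (B9J08_004500, scaffold 6), had −0.69 (SE 0.19) and −0.66 (SE 0.17). *ERG10*, for acetyl-CoA acetyltransferase (B9J08_003730, scaffold 1), had −0.78 (SE 0.25) and −0.61 (SE 0.25). *ERG11*, for lanosterol demethylase (B9J08_001448, scaffold 5), had −0.74 (SE 0.23) and −0.5 (SE 0.27). The adjusted P was 0.57 for all of them against replicates 1 and 3, and 0.35 to 0.38 against all 3. Of the 19 genes of the ergosterol list, 15 were lower in either case (median −0.28 and −0.36), and 7 and 6 lay below every farnesol replicate in every tyrosol replicate. Camera with the preset correlation called this list lower (adjusted P = 0.0081 and 0.041), and with an estimated correlation adjusted P was 0.81 and 0.8. The 30 transmembrane transport genes listed in Table S2 had a median of 1.0 against replicates 1 and 3 and 0.96 against all 3; 26 lay above all 3 farnesol replicates in every tyrosol replicate. The study compiled both lists, the second from genes that it had found higher in this comparison. Over all genes limma called 0 between the compounds: 752 had an unadjusted P under 0.05 (457 against replicates 1 and 3), of which 346 were over 1.5-fold higher and 233 lower. After quantile normalization 3 were called higher, and in one fit of all 9 libraries 1 lower. The doses and the solvents of the compounds differ.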

### Quorum-sensing molecules significantly influence the metal contents of 1-day-old *Candida auris* biofilm

Transition metals provide a considerable role as cofactors for different enzymes in virulence and in biofilm formation (27). Farnesol and tyrosol exposures significantly influence the calcium (319.37 ± 234.80 and 551.75 ± 441.83 mg/kg) and magnesium (695.78 ± 111.91 and 618.65 ± 40.75 mg/kg) contents of *C. auris* biofilms compared to controls (3170.7 ± 82.8 mg/kg for calcium and 2648.36 ± 35.05 mg/kg for magnesium, respectively) (Table 1). Although both the tested molecules led to decreases in intracellular iron content, this reduction was not statistically significant in the case of farnesol compared to untreated control (240.34 ± 118.39, 67.17 ± 15.84, and 356.32 ± 45.62 mg/kg for farnesol, tyrosol, and control, respectively) (Table 1). In addition, a significant decrease was detected in the DCM of farnesol- and tyrosol-treated biofilms (0.53 ± 0.165 and 0.4 ± 0.16 g/L for farnesol and tyrosol, respectively) compared to untreated cells (1.37 ± 0.35 g/L) (Table 1).

**TABLE 1:** Effects of quorum-sensing molecules significantly influence the metal contents of *Candida auris* biofilms^*b*^

Culture	DCM(g/L)	Metal contents/treatment (mg/kg) (mean ± SD^*a*^)		
		Ca	Mg	Fe
Control cultures	1.37 ± 0.35	3,170.7 ± 82.8	2,648.36 ± 35.05	356.32 ± 45.62
+75 µM farnesol	0.53 ± 0.165**	319.37 ± 234.80**	695.78 ± 111.91**	240.34 ± 118.39
+15 mM tyrosol	0.4 ± 0.16**	551.75 ± 441.83**	618.65 ± 40.75**	67.17 ± 15.84**

^*a*^ Mean values ± SD calculated from three independent experiments are presented.

^*b*^ The asterisks indicate significant differences calculated by Student’s *t*-test comparing untreated control and farnesol or tyrosol-treated cultures as follows: **P< 0.01.

### Ergosterol-binding assay

The ability of farnesol or tyrosol to cause membrane destabilization can be inferred by its ability to interfere with exogenous ergosterol added to the planktonic *C. auris* suspension in a standard microdilution assay. In the presence of exogenous ergosterol at 100 and 200  mg/L, the MIC of farnesol increased fourfold, from 75 to 300 µM for *C. auris*. In the combination of tyrosol and ergosterol, the MIC values were 30 mM in the presence or absence of ergosterol. These results indicate that farnesol, but not tyrosol, may exert its activity in whole or in part by binding to membrane ergosterol.

## DISCUSSION

Previous studies showed that anti-biofilm strategies interfering with quorum sensing may effectively target *C. auris* biofilms (30–32). Both farnesol and tyrosol, especially at supraphysiological concentrations, have remarkable antifungal and drug potentiator effects against several *Candida* species including *C. auris* (15–20). It is noteworthy that previously performed differential expression analysis demonstrated that the *C. auris* planktonic and biofilm transcriptome differ significantly (33). Therefore, the effects of quorum-sensing molecules on planktonic cell findings could not be directly extrapolated to biofilms.

Our comparative transcriptomic data show a significant upregulation in *CZF1* and *UME6* genes following both farnesol and tyrosol exposure. A similar upregulation was observed for *TYE7*, which is the major transcriptional regulator of glycolysis genes in *C. albicans* that binds the promoters of genes related to glycolysis such as *PFK1-* and *PFK2*-encoding subunits of phosphofructokinase (34). This enzyme irreversibly converts fructose-6-phosphate into fructose-1,6-bisphosphate, which is a pivotal regulatory step in glycolysis (34, 35). Furthermore, it acts as a negative regulator of hypoxic filamentation (36). 

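Most glycolytic genes had a negative log2 fold change in tyrosol-treated biofilms, farthest from 0 in replicate 1, and 2 of the 7 enzyme genes named by the paper passed the test with replicates paired by number. *PGI1*, for phosphoglucose isomerase (B9J08_000808, scaffold 3), fell by 2.02 on the log2 scale in the fit with the replicate number as a block (SE 0.45, adjusted P = 0.042, limma), and *TDH3*, for glyceraldehyde-3-phosphate dehydrogenase, by 0.9 (SE 0.21, adjusted P = 0.044). *GPM1* (phosphoglycerate mutase), *ENO1* (enolase), *PFK1*, *TPI1* (triosephosphate isomerase) and *PFK2* had −1.71, −1.7, −1.18, −1.15 and −1.02 and did not pass, with adjusted P of 0.059 to 0.13. Without the block adjusted P was 0.091 to 0.14 for these 7 genes. Under farnesol their values in replicates 1 and 3 were −1.0 for *PGI1*, −0.66 for *ENO1*, −0.54 for *TDH3*, −0.49 for *GPM1*, −0.31 for *PFK1*, −0.28 for *PFK2* and −0.21 for *TPI1*. Replicate 2 had −0.27, −0.75, 0.46, −0.56, −1.18, −1.02 and −0.53 for them, and replicate 3 lay between −0.12 and 0.35. The adjusted P over all 3 farnesol replicates was 0.93 to 0.95 (limma). Of the 15 genes of the glycolysis list, which holds *TYE7* itself, 13 were lower and 2 higher with tyrosol (median −0.9), 2 fell and 1 rose with the block, and 1 was lower and 1 higher when adjusted over the list alone. With farnesol 10 were lower in replicates 1 and 3 (median −0.21) and 14 over all 3 (median −0.32). Camera with the preset correlation called the list lower for all 3 farnesol replicates only (adjusted P = 0.026; 0.64 without replicate 2, and 0.054 for tyrosol), and with an estimated correlation adjusted P was 0.79. Without tyrosol replicate 2, 6 of the 15 were called lower (Fisher's exact test, adjusted P = 0.023). Between the compounds the list had a median of −0.74 for tyrosol against farnesol replicates 1 and 3 and −0.5 against all 3 (camera, adjusted P = 0.07 and 0.25). The study compiled the list, so its direction is not independent evidence.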

Despite the overexpression of *TYE7*, several key genes in glycolysis were significantly downregulated (*PGI1*, *PFK1*, *PFK2*, *TPI1*, *TDH3*, *GPM1*, and *ENO1*), especially under tyrosol exposure. The opposite pattern was reported in *Candida parapsilosis* planktonic cells, where exogenous tyrosol treatment shifted metabolism toward glycolysis (18). Overexpression of Czf1 protein stimulates filamentation; moreover, *CZF1* gene deletion is associated with negative effects on hyphae filamentation. A similar *CZF1* upregulation was observed in the case of *C. parapsilosis* planktonic cells following tyrosol exposure; however, Jakab et al. (18) did not observe higher rates of adherence and biofilm-forming ability in the presence of this quorum-sensing molecule (18). The gene of *UME6* is also important for hyphal extension. In addition, Ume6 protein plays a pivotal role in the expression of *HWP1*, *ECE1*, *ALS3*, and *HCG1*, which are associated with filamentation (35, 36). We hypothesize that the observed upregulation of *CZF1* and *UME6* is a compensatory response of fungi to maintain the biofilm structure because both farnesol and tyrosol exposure significantly decreased the level of two bivalent cations—magnesium and calcium—which play a critical role in biofilm development (37–41).

Previous studies suggest that magnesium triggers the growth of filamentous forms in *C. albicans* and in *Trichosporon asahii* (37, 38). Furthermore, magnesium uptake has an effect on mitochondrial distribution, the production of lipid droplets, and vacuolar growth, which contribute to the promotion of hyphal growth and directly to biofilm formation (38). In our experiments, intracellular magnesium level was decreased, which can influence the number of physiological effects. Hans et al. (39) showed that magnesium deprivation impedes the metabolic flexibility of *C. albicans* (39). In our study, several glycolysis-, gluconeogenesis-, and fatty acid oxidation-related genes were downregulated, especially after tyrosol treatment, which were associated with the reduced growth rate and the significantly decreased dry cell mass of sessile cells. 

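Most genes of gluconeogenesis and fatty acid oxidation had a negative log2 fold change with tyrosol, while with farnesol the medians of both lists lay nearer 0 and replicates differed. All 11 genes of the gluconeogenesis list, most of which also serve glycolysis, had a negative log2 fold change with tyrosol (median −0.59); 4 lay below all controls in every replicate and 1 was lower when adjusted over the list alone. None was called without the block by limma, and 2 fell with it. *PGK1*, for phosphoglycerate kinase (B9J08_001860, scaffold 8), had −1.28 (SE 0.59, adjusted P = 0.17), and the replicates had −2.69, −0.26 and −0.88. With farnesol, 8 of the 11 were negative in replicates 1 and 3 (median −0.24) and 10 over all 3 (median −0.21), with 2 over 1.5-fold lower in either case. Camera with the preset correlation called the list lower with tyrosol (adjusted P = 0.02, and 0.027 with the block) and not with farnesol (0.34 in replicates 1 and 3, 0.092 over all 3); with an estimated correlation the tyrosol call was lost (adjusted P = 0.67, and 0.77 with the block). The fatty acid oxidation list had medians of −1.45, −0.54 and −0.48 in tyrosol replicates 1, 2 and 3, and of −0.18, 0.53 and −0.22 in farnesol replicates 1, 2 and 3. In the direct comparison all 9 of its genes were lower with tyrosol (median −0.7 against farnesol replicates 1 and 3, −0.71 against all 3; camera, adjusted P = 0.0058 and 0.0042, and 0.81 and 0.8 with an estimated correlation). The paper sets the lower transcripts of these pathways beside the reduced magnesium content and dry cell mass of the treated biofilms, and cites a report that loss of magnesium limits the metabolic flexibility of *C. albicans*.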

The decreased magnesium content inhibited potential virulence traits, including biofilm formation, morphological transition, and adherence to epithelial cells; moreover, it significantly influences membrane homeostasis with remarkable changes in ergosterol synthesis-related genes, as confirmed in this study (39). A further study revealed that lower magnesium concentration led to the potentiation of membrane-targeting antifungal drugs, which was confirmed previously for farnesol and the triazoles against *C. auris* biofilms (17, 39).

In addition to the effects on magnesium content, both farnesol- and tyrosol-treated biofilms showed a decreased calcium content. Previous results demonstrated that calcium supplementation could increase the length of fungal cells grown for *T. ashaii*, *Cryptococcus neoformans*, and *C. albicans* because calcium regulates both actin polymerization and microtubule polymerization; thus, it has a remarkable direct effect on biofilm development (40, 41). In accordance with these studies and alongside the decreased calcium levels, tyrosol treatment significantly downregulated the transcription of several genes, which influence the actin filament organization, actin cortical patch, cortical cytoskeleton, and cortical actin cytoskeleton. Presumably, the simultaneous reduction of these two crucial bivalent cations may explain the previously documented anti-biofilm effect exerted by farnesol or tyrosol.

Tyrosol treatment significantly decreased the iron content of biofilms, in association with several upregulated iron homeostasis-related gene groups (e.g., ferric reductases, multicopper oxidases, and iron permeases). Although farnesol exposure resulted in a similar pattern in the transcription level of these genes, the observed changes did not coincide with significantly decreased iron content. Nevertheless, previously published planktonic *C. auris* transcriptomic data showed that farnesol treatment downregulated the transcription of iron homeostasis-related genes, which were associated with a significant reduction in iron concentration (20). It is noteworthy that iron deprivation does not influence the biofilm-forming ability of *C. albicans* (42). Nonetheless, the decreased iron content enhances the membrane fluidity of *Candida* cells, influencing their susceptibility to membrane-active antifungal agents (43).

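Most iron metabolism genes had a positive log2 fold change in farnesol-treated biofilms, with ferric reductase genes the highest, and none was called. In replicates 1 and 3, 24 of the 28 genes of the iron metabolism list had a positive log2 fold change (median 0.33), 8 were over 1.5-fold higher and 12 lay above all controls. Over all 3 replicates 24 were positive (median 0.17), 6 were over 1.5-fold higher and 7 lay above all controls; replicate 2 had a median of −0.01. The gene B9J08_004886 (scaffold 6), which Table S3 pairs with several ferric reductases of *C. albicans*, so that it has no single name, had 1.15 in replicates 1 and 3 (SE 0.32), 1.1 in replicate 2 and 1.13 over all 3 (SE 0.28, adjusted P = 0.87, limma). *PGA7*, for a heme-binding surface protein, had 1.07, 0.34 and 0.82, in the same order. *FRE9* had 0.54, 0.51 and 0.53, *SIT1* 0.39, 0.53 and 0.44, *FTR1* 0.45, 0.04 and 0.31, and *HMX1* 0.33, −0.21 and 0.15. By limma 0 of the 28 genes were called, and 3 were higher when adjusted over the list alone (1 in replicates 1 and 3); the study compiled the list, so this is not independent evidence. Camera with the preset correlation called the list higher (adjusted P = 2.5e-05 in replicates 1 and 3, 9.9e-05 over all 3), and with an estimated correlation adjusted P was 0.76 and 0.59. Between the compounds the list did not differ by this test (median 0.05 and 0.18 for tyrosol against farnesol, adjusted P = 0.76 and 0.38).

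**Figure D4:**
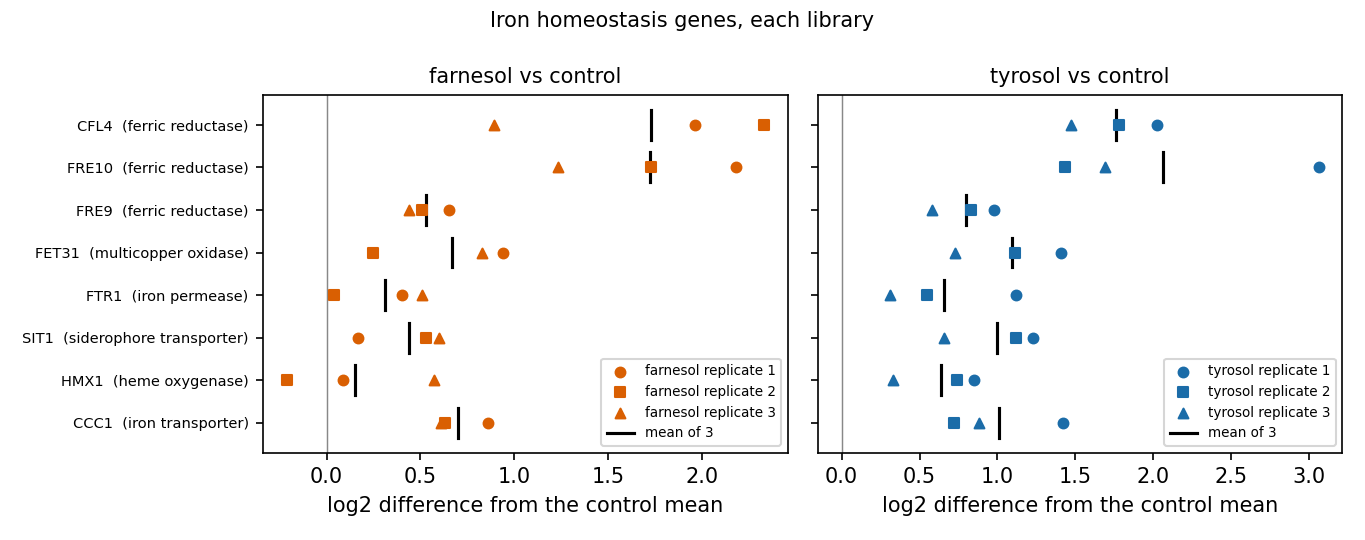
Log2 difference from the control mean of iron homeostasis genes in farnesol (left) and tyrosol (right) replicates 1, 2 and 3 (symbols), with the mean of the 3 as a bar. *FRE10* lies at 2.18, 1.73 and 1.23 with farnesol and at 3.06, 1.43 and 1.69 with tyrosol.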

Considering the results derived from transcriptome analysis, intracellular metal content determination, and ergosterol-binding assay, the examined fungal quorum-sensing molecules appear to impact the fungal cell membrane structure. Our planktonic cell-based ergosterol-binding assay shows that farnesol is highly bound to ergosterol, which presumably changes the conformational properties of ergosterol, influencing the membrane characteristics. Further structure-based confirmatory experiments are needed to test this hypothesis, especially in the case of biofilms where extracellular matrix may also influence diffusion properties. Tyrosol could also influence certain membrane characteristics. Tyrosol treatment significantly enhanced the transcription of *FAD2* and *FAD3* genes encoding for fatty acid desaturases involved in polyunsaturated fatty acid synthesis. Riekhof et al. (44) demonstrated a similar pattern in *FAD2*/*FAD3* transcription following phosphate starvation in fungi (44). The overexpression of these desaturases may increase the tolerance of fungal cells to environmental stress.

Another remarkable tyrosol-induced membrane-related effect was the downregulation of several ergosterol synthesis-associated genes, including *ERG4*, *ERG7*, *ERG9*, *ERG10*, and *ERG26*. The downregulation of these genes may alter membrane permeability and influence its fluidity. For farnesol, Dižová et al. showed that farnesol exposure (200 µM) downregulated the *ERG9*, *ERG11*, and *ERG20* genes in *C. albicans* (45). Furthermore, Jakab et al. (20) reported that the presence of 75 µM of farnesol decreases the transcription of *ERG6* gene in *C. auris*, which might enhance the passive diffusion of farnesol. Additionally, the resulting decreased *ERG6* content increases the susceptibility to oxidative stress and impairs thermotolerance (20). Surprisingly, farnesol did not cause any relevant change in the transcription of central ergosterol biosynthesis-related genes in this study. 

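Most ergosterol genes had a positive log2 fold change with farnesol, under 1.5-fold for nearly all of them, and none was called. Of the 19 genes of the ergosterol list, 15 had a positive log2 fold change in replicates 1 and 3 (median 0.27) and 14 over all 3 replicates (median 0.18). In replicates 1 and 3, 2 genes were over 1.5-fold higher, *CYB5* (cytochrome b5) with 0.67 (SE 0.19) and *ERG1* (squalene epoxidase) with 0.66 (SE 0.42); over all 3 replicates 0 were. *ERG13* had 0.54 in replicates 1 and 3, 0.45 in replicate 2 and 0.51 over all 3, and *ERG20*, for farnesyl diphosphate synthase, 0.5, 0.45 and 0.49. In the same order *ERG11* had 0.35, −0.37 and 0.11, *ERG6* 0.27, −0.01 and 0.18, *ERG9* −0.21, 0.21 and −0.07, *ERG26* −0.27, 0.38 and −0.06, and *ERG10* 0.05, −0.46 and −0.12, and each of these 5 changed sign on leaving out one of the farnesol libraries. *ERG7* had −0.37, 0.35 and −0.13, and *ERG4* 0.18, 0.41 and 0.25. By limma 0 genes of the list were called, with adjusted P of 0.93 to 0.99 over all 3 replicates for these genes, and 0 were higher or lower when adjusted over the list alone. Camera with the preset correlation called the list higher over all 3 replicates (adjusted P = 0.026) and not in replicates 1 and 3 (0.081), and with an estimated correlation adjusted P was 0.59 and 0.77. *INO1* had −0.38 in replicates 1 and 3 (SE 0.45), −1.15 in replicate 2 and −0.64 over all 3 (SE 0.43, adjusted P = 0.93, limma).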

Aside from *ERG* genes, *INO1*, encoding inositol-1-phosphate synthase, was also downregulated following tyrosol exposure. Interestingly, in the case of planktonic *C. auris* cells, farnesol reduces the transcription of this gene (20).

With respect to autophagy-related genes, tyrosol exposure caused a significant decrease in the transcription of *C1_00,430W*, *AUT7*, *VPS34*, *C4_01,790W*, *VAC8*, *CCZ1*, *C7_03,860W*, *SEC17*, *VMA2*, and *APG7*, whereas the transcription level of *SPO72* was increased. 

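Most autophagy genes had a negative log2 fold change with tyrosol, and 7 of the named genes fell once replicates were paired by number. *AUT7*, the ubiquitin-like protein of the autophagosome membrane (B9J08_005081, scaffold 2), fell by 0.99 on the log2 scale (SE 0.21, adjusted P = 0.041, limma with the block). *C7_03860W* (B9J08_004648, scaffold 6) fell by 0.87 (SE 0.17, adjusted P = 0.038) and *C1_00430W* (B9J08_003165, scaffold 1) by 0.87 (SE 0.21, adjusted P = 0.045). *SEC17*, for a membrane fusion factor, *C4_01790W*, *CCZ1* and *VAC8*, for vacuolar proteins, fell by 0.84, 0.8, 0.78 and 0.75, with adjusted P of 0.038 to 0.049. *VPS34* (phosphatidylinositol kinase), *VMA2* (vacuolar ATPase subunit) and *APG7* (activating enzyme of autophagy) had −0.69, −0.69 and −0.59 and did not pass, with adjusted P of 0.069, 0.058 and 0.056. *SPO72* (B9J08_002953, scaffold 1) had 0.98 (SE 0.26, adjusted P = 0.053) and lay above all controls in every replicate. Without the block adjusted P was 0.091 to 0.13 for these 11 genes. Of the 29 genes of the autophagy list, 22 were lower (median −0.43), 16 lay below all controls in every replicate, 7 fell and 1 rose with the block, and 6 were lower and 1 higher when adjusted over the list alone (11 and 3 with the block). The median of the list was −0.53, −0.32 and −0.32 in tyrosol replicates 1, 2 and 3, and −0.15, 0.14 and −0.08 in those of farnesol. Camera with the preset correlation called the list lower (adjusted P = 0.02, and 0.027 with the block), which was lost with an estimated correlation (adjusted P = 0.67, and 0.75 with the block). Without tyrosol replicate 2, 9 of the 29 were called lower (Fisher's exact test, adjusted P = 0.023). The list was compiled by the study and is not independent evidence of direction.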

Macroautophagy is an evolutionarily conserved dynamic pathway that functions primarily in a degradative manner. Macroautophagy has a pivotal role in the maintenance of cellular homeostasis; however, either under- or overactivated macroautophagy can remarkably compromise cell physiology, leading to cell death (46).

This is the very first study analyzing the global changes in gene transcription of *C. auris* biofilms in a comparative manner following farnesol and tyrosol exposure. However, two limitations should be highlighted. First, the timing of the quorum-sensing molecule exposure influences the physiological and transcriptome effects (13, 17). For example, farnesol has no significant effect on *C. albicans* cells that have already begun hyphal or biofilm development at least at physiological concentrations (13). However, remarkable species-specific differences are observed in the case of *C. auris* or *C. parapsilosis* compared to *C. albicans* (13, 19). Different farnesol concentrations inhibited the *C. auris* cells during early, but not late, biofilm-forming events. In contrast, the same tested concentrations inhibited the *C. albicans* cells compared to untreated control at 24 h (13). Indeed, farnesol exerted a potent anti-biofilm effect against *C. auris*, but not against *C. albicans,* compared to the control when tested on 1-day-old biofilms of each (13). Second, tyrosol was diluted only in sterile physiological saline without methanol, and it is possible that genes that change under tyrosol exposure are due to the comparison of culture with methanol. Nevertheless, Yasokawa et al. (47) showed that methanol exposure at lower concentrations (1.23 M) does not influence the growth of another yeast, *Saccharomyces cerevisiae*; furthermore, differences in gene transcription were not detected compared to the untreated control cells (47). Mota et al. (48) compared the susceptibility of *S. cerevisiae* to methanol [0%–14% (vol/vol)] using growth curve analysis and spot assays. The 5% (vol/vol) methanol treatment did not significantly affect the growth pattern of yeast at the first 36 h. Moreover, methanol concentrations ranging from 8% to 10% (vol/vol) did not show differences in the growth of treated fungal cells at 24 h compared to that of the control. The published results of Yasokawa et al. (47) and Mota et al. (48) suggest that oxidative stress is one of the major consequences of methanol exposure [1.23 M or 8% (vol/vol)]. 

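Of the alcohol dehydrogenase genes, *ADH4* alone fell with tyrosol, in the test with replicates paired by number, and the others did not pass. *ADH4* (B9J08_004114, scaffold 7) fell by 0.72 on the log2 scale against control (SE 0.15, adjusted P = 0.04, limma with the block; 0.092 without it). *ADH1* (B9J08_004331, scaffold 7) had −0.76 (SE 0.34, adjusted P = 0.16, limma), *ADH3* (B9J08_004600, scaffold 6) −0.5 (SE 0.31, adjusted P = 0.27) and *ADH5* (B9J08_001171, scaffold 5), chosen after its value was seen, −0.49 (SE 0.34, adjusted P = 0.33). Against farnesol replicates 1 and 3, *ADH4* had −0.87, *ADH1* −0.7, *ADH5* −0.63 and *ADH3* −0.57, each with an adjusted P of 0.57 to 0.6 (limma); against all 3 they had −0.6, −0.39, −0.37 and −0.71. Of the 7 genes of the fermentation and ethanol degradation list, which also holds aldehyde dehydrogenase and pyruvate decarboxylase genes, 6 were lower than control with tyrosol (median −0.5), 2 were lower when adjusted over the list alone, and 2 fell with the block. The latter were *ADH4* and *ALD5*, and *ALD5* had −3.35. This list did not pass camera against control (adjusted P = 0.071, and 0.069 with the block). Against farnesol replicates 1 and 3 all 7 were lower (median −0.63; camera with the preset correlation, adjusted P = 0.033, and 0.81 with an estimated correlation), and against all 3 farnesol replicates 6 were (median −0.39, adjusted P = 0.12). No list of oxidative stress or repair genes could be paired with the gene identifiers.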

Regarding our transcriptomic data, tyrosol exposure did not influence the transcription of oxidative stress-responsive genes and the several alcohol dehydrogenase- and repair system-related genes—which may be influenced primarily by methanol—compared to farnesol-treated or 1% (vol/vol) methanol-treated control cells.

Although our data give several potential physiological and molecular explanations for the previously observed quorum-sensing molecule-related antifungal effects, further mutant-based *in vitro* and *in vivo* investigations are needed to fully understand the complete mechanisms of farnesol and tyrosol action in the *C. auris* sessile community.

## Data Availability

Transcriptome data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE233427.

## SUPPLEMENTAL MATERIAL

Figure S1 spectrum.02278-23-s0001.pdf Principal component analysis of RNAseq data.

Table S1 spectrum.02278-23-s0002.xlsx Oligonucleotide primers used for RT-qPCR analysis.

Table S2 spectrum.02278-23-s0003.xlsx Results of the gene set enrichment analysis.

Table S3 spectrum.02278-23-s0004.xlsx Transcription data of selected gene groups.

Table S4 spectrum.02278-23-s0005.xlsx Overview of RT-qPCR assays.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

How the deposited data were processed for this re-analysis (not part of the article)

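RNA-Seq was done on biofilms of *C. auris* isolate 12 that were left untreated with a quorum-sensing compound or were treated with 75 µM farnesol or 15 mM tyrosol, with 3 biological replicates of each condition and 9 libraries in all. Biofilms were 24 h old when treatment began, and the treatment lasted 24 h at 37°C. According to the paper the controls held 1% methanol and tyrosol came without methanol, whereas the sample labels call the controls untreated.

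The authors aligned single-end reads of 75 bases with HISAT2 to the B8441 genome of the Candida Genome Database and normalized them with the DESeq algorithm in Strand NGS; software versions, strandedness and the counting method were not found in the paper or its supplementary files. The deposited values used here are log2 normalized expression values per library for 5417 genes on 15 scaffolds. Each gene has a median of 0 over the 9 libraries, so the authors, as deposited, had centred every gene on its median, a step that the paper does not describe. Of the columns with values per library, 12 were matched to a sample by name and 6 were not and were left out. The files hold no counts, P values or depth, so neither the number of reads behind a gene nor the precision it gives is known, although the paper gives reads per sample. In all libraries 2 genes had the value 0. Every library had a median of 0, so no further scaling was applied.

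Comparisons of farnesol with control, tyrosol with control and tyrosol with farnesol were made in limma 3.58.1 under R 4.3.3 (lmFit and eBayes), each with the libraries of its own groups, all genes and no covariate. P values were adjusted by the Benjamini–Hochberg method, and a gene was called at an adjusted P under 0.05 and a change over 1.5-fold, as in the legend of Fig. 1. The test was tested on simulated data with 200 changed genes of 5417: of the genes changed 2-fold it called 52%, 52.4% and 45% in the 3 comparisons, of those changed 4-fold 88%, 91% and 78.4%, and 4.76%, 4.65% and 5.08% of its calls were false. Each simulated gene varied independently and changed by the same amount in every replicate. The tyrosol replicates were unlike in size, and the farnesol replicates correlated with each other at only −0.04, −0.07 and −0.26. These shares therefore apply to neither compound. *ALD5*, for example, had −3.35 with tyrosol and was not called (limma, adjusted P = 0.082).

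The replicate numbers were checked as pairs by correlating, across genes, the deviation of each treated library from its group mean with that of the control of the same number. For tyrosol and control these were 0.31, 0.25 and 0.38, all above 0.1, so the fit with the replicate number as a block is given beside the results that it changes. The pairing comes from the data alone, since neither the labels nor the paper speak of a shared day. In the other comparisons replicates 1 and 2 correlated by number as well, and replicate 3 did not. The values were 0.5, 0.32 and −0.36 for farnesol and control, and 0.64, 0.33 and −0.36 for tyrosol and farnesol. The numbers thus did not pair all 9 libraries, which leaves the pairing of tyrosol with control uncertain.

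Fold changes printed in Table S3 were compared with the means of 49 sets of libraries over 250 genes. The farnesol values equal farnesol replicates 1 and 3 against all controls, and the tyrosol values equal all replicates against all controls, so farnesol results are given first for replicates 1 and 3.

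Of the 31 gene lists in Table S3, 30 held enough measured genes to be tested. For each list the called genes were counted over all genes and with P adjusted over the list alone, enrichment was tested by Fisher's exact test, and the camera test of limma was run with its preset correlation of 0.01 and with a correlation estimated from the data, all with Benjamini–Hochberg adjustment over the lists. A further 21 lists by gene symbol could not be used, because 0 gene identifiers matched the supplied table of symbols, which is of another strain. Lists of genes per term were taken from Table S2 only where every gene was listed. RNA-Seq and RT-qPCR were compared across the 11 genes of Table S4 by Pearson's and Spearman's correlation with 100000 permutations.

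Named genes are those named in the paper, whose fold changes in Tables S3 and S4 had been seen, together with the 4 genes of largest absolute change in each list; the rule also asked for the 10 largest called genes per direction, of which there were none. Symbols are those paired with the genes in the tables of the paper.

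The alternatives chosen before the data were examined were one fit of all 9 libraries, the replicate block, leaving out each library in turn, median-centring, quantile normalization, a mean-variance trend, no fold threshold, camera in place of Fisher's exact test, and, for RT-qPCR, linear folds and leaving out the 2 farthest genes or *ACT1*. Unadjusted P values, with and without farnesol replicate 2, all 9 libraries with the block, and the RT-qPCR correlations on linear folds or without the 2 farthest genes that leave out farnesol replicate 2 were added after the values were seen. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.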

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

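All tests in this part were chosen after the results were seen, except those on the width of the value distributions and on the covariance from shared controls, which were written before.

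Farnesol replicate 2 is a library that the fold changes of the paper leave out, and it holds differences from control as large as those of the libraries they include. In it, 189 genes lay more than 1.5-fold above every control and 194 below, against 107 and 251 in farnesol replicate 1 and 57 and 108 in replicate 3. In either direction these are 383, 358 and 165 genes for farnesol replicates 2, 1 and 3. Controls 1, 2 and 3, each against the other two, gave 209, 285 and 179, where fewer libraries had to be exceeded, so a part of these counts is spread between libraries.

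Farnesol replicate 2 stood apart from farnesol replicates 1 and 3, but those did not resemble each other either. Across genes, replicates 1 and 3 correlated at −0.07, replicates 1 and 2 at −0.04, and replicates 2 and 3 at −0.26. Leaving out replicate 3 gave 520 genes at an unadjusted P under 0.05 (limma), and leaving out replicate 2 gave 590. A swap of farnesol replicate 2 with a control library was not decided. The margin between control-to-control and control-to-farnesol correlations was −0.04 at its smallest. With control 1 and farnesol replicate 2 exchanged, 1082 genes had an unadjusted P under 0.05 (limma), against 247 for the real grouping. Control 1, however, correlated at 0.24 and 0.34 with controls 2 and 3, and at −0.09 and 0.28 with farnesol replicates 1 and 3. The exchange was picked as the highest of 10 divisions, so it does not decide. An untreated library in place of farnesol replicate 2 was not decided either. The differences of replicate 2 from control correlated at most at 0.02 with the mean of replicates 1 and 3, over 6 pairings with separate controls. Those of replicate 3 with the mean of replicates 1 and 2, however, reached only 0.1. *CFL4* and *FRE10* were as high in replicate 2 as in replicates 1 and 3, and the iron-sulfur genes of Table S2 had a positive median in it. The paper chose these genes for their change against the same controls, so a part of this is built in, and it does not decide. The 29 and 14 ribosomal subunit genes had medians of −0.18 and −0.27 in it. Table S2 lists them for their change in replicates 1 and 3, so their contrast with replicate 2 is built in as well and decides nothing. Handling and a weaker or different response of this culture stay open and were not tested.

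The size of the tyrosol differences varied between libraries, with tyrosol replicate 1 the largest. The tables argue against an effect of tyrosol replicate 1 alone, since the differences of replicates 2 and 3 from separate controls correlated at 0.4 or more over 6 pairings, and against noise in replicate 1, whose slope on the mean of the other two was 1.46 or more. A wider distribution of values in 1 library stays open: with every library given the same distribution, 1002 genes were called. A stronger response would widen the distribution in the same way, so these cannot be told apart from the values alone, and a biological explanation was not tested further.

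Fold changes of farnesol and tyrosol correlated across genes. Their covariance of 0.0939 exceeded the 0.0465 that was the highest of 100 simulations without effects (mean 0.0426). The simulations lay close together, as when genes vary independently, whereas many genes vary together between these libraries. The excess therefore does not decide whether the shared controls are the only source. With the controls divided so that none served both compounds, the correlation over 6 divisions was 0.15 to 0.46, which leaves open how much of it comes from single controls, and 0.45 to 0.55 without farnesol replicate 2. Replicate numbers shared by the treated libraries also stay open, since single farnesol and tyrosol libraries of different numbers from different controls correlated at −0.27 to 0.6 over 36 combinations; the 24 without farnesol replicate 2 were all positive, at 0.08 to 0.6, but not all at the 0.2 set for the test. A common response to both compounds is a hypothesis found and examined on the same data.

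Other divisions of the same libraries into groups of 3 are too few to reach a share under 0.05. Genes called were 0 in all 10 of 10 divisions for each comparison. At an unadjusted P under 0.05, as many genes as the real grouping had were found in 6 of 10 divisions for farnesol and control (real 4.56% of genes, highest other 20%), in 1 of 10 for tyrosol and control (34.2% and 6.29%) and in 2 of 10 for tyrosol and farnesol (13.9% and 14.3%). The highest for farnesol and control set control 1 with farnesol replicates 1 and 3 against the other libraries. An exchange of control 1 with farnesol replicate 2 would give this grouping. With the replicate block, the real division of tyrosol and control was 1 of 4 (859 called, highest other 0).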

How the results depend on the processing

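Unadjusted P values, all 9 libraries with the block, and the RT-qPCR correlations on linear folds or without the 2 farthest genes that leave out farnesol replicate 2 were chosen after the results were seen; the other alternatives were set before the data were examined. The files hold no counts, level or P values, so a filter on low values, a pseudocount, DESeq2 and the P values of the authors were not run, and what depth limits is unknown. The mean-variance trend changed no count of calls. Median-centring could not change one, since every library already had a median of 0. Dropping the fold threshold could not either, since no gene had an adjusted P under 0.05 (limma). The cause was not tested for any value below.

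Farnesol against control called 0 genes in every setting with adjusted P, and at unadjusted P 39 higher and 84 lower (without farnesol replicate 2, 138 and 202). Tyrosol against control called 0 higher and 0 lower; in one fit of all 9 libraries 10 and 3, with the replicate block 399 and 460, with all 9 libraries and the block 448 and 461, after quantile normalization 524 and 478, and at unadjusted P 673 and 672. Leaving out one library gave 0 to 548 higher and 0 to 503 lower, the highest without tyrosol replicate 2. Tyrosol against farnesol called 3 higher after quantile normalization, 1 lower in one fit of all 9 libraries, and at unadjusted P 346 and 233 (without farnesol replicate 2, 203 and 117). The genes called with both compounds were 25 higher and 33 lower at unadjusted P, and 100 and 119 without farnesol replicate 2.

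Of the 30 gene lists, Fisher's exact test called 0, an outcome fixed in advance because limma called no gene. The same holds for every setting in which no gene was called, so these zeros are not evidence against enrichment. For farnesol Fisher's exact test called 2 at unadjusted P (iron metabolism and metal acquisition) and 1 without farnesol replicate 2 as well. Camera called 6, or 3 without farnesol replicate 2. In what follows, the first count is that of Fisher's exact test. For tyrosol it called 1 with the replicate block, 0 with all 9 libraries and the block, 6 at unadjusted P and 0 to 2 on leaving out one library (2 without tyrosol replicate 2), and camera called 4. For tyrosol against farnesol it called 3 and 2 at unadjusted P, without and with farnesol replicate 2 left out, and camera called 3, or 6 without farnesol replicate 2. With an estimated correlation camera called none. The first principal component held 40.3% to 63.2% on leaving out one library and 41.8% after quantile normalization. The RT-qPCR correlations kept their direction and their test, from 0.81 to 0.94 over all settings for farnesol (0.81 to 0.92 on leaving out one library) and from 0.97 to 0.99 for tyrosol (0.98 to 0.99).

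For tyrosol against control the replicate block also moved the camera calls from 4 to 5, adding glutamate degradation, and changed no other call. For farnesol against control and tyrosol against farnesol, replicate 3 did not pair by number (correlations of deviations 0.5, 0.32 and −0.36, and 0.64, 0.33 and −0.36). With the block 0 genes were called in either comparison, and camera called 5 and 6 lists. Not every sample correlated best with its own number; farnesol replicate 3 did so with control 1 (0.33).

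No named gene with a change over 1.5-fold turned its direction. Of the 67 named genes, 22 did so for farnesol on leaving out one library. The lowest and highest log2 fold changes were −0.33 to 0.48 for *YCF1*, −0.23 to 0.23 for *SNQ2*, −0.03 to 0.56 for *FAD2*, −0.06 to 0.33 for *HMX1*, −0.21 to 0.1 for *ERG9*, −0.35 to 0.05 for *ERG10*, −0.27 to 0.21 for *ERG26*, −0.15 to 0.35 for *ERG11*, −0.04 to 0.32 for *ERG6*, −0.65 to 0.14 for *CR_08330W*, −0.54 to 0.17 for *TDH3*, −0.16 to 0.09 for *MAL2*, −0.55 to 0.18 for *PXP2*, −0.5 to 0.06 for *FAA2-3*, −0.21 to 0.32 for *POT1*, −0.15 to 0.11 for *AUT7*, −0.15 to 0.05 for *VPS34*, −0.21 to 0.08 for *C4_01790W*, −0.22 to 0.12 for *SEC17*, −0.36 to 0.02 for *VMA2*, −0.17 to 0.16 for *APG7* and −0.3 to 0.07 for *HWP1*. For tyrosol, 2 did so: *ERG13* (−0.33 to 0.08) and *ERG6* (−0.53 to 0.07). Between the compounds, 6 did so: *CZF1* (−0.29 to 0.68), *SDH2* (−0.07 to 0.4), *CFL4* (−0.39 to 0.33), *FRE10* (−0.16 to 0.66), *UGA11* (−0.65 to 0.06) and *UGA2* (−0.58 to 0.25). Quantile normalization turned *SNQ2* (0.05) and *APG7* (−0.01) for farnesol and *CZF1* (−0.1) and *SDH2* (−0.07) between the compounds.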

Differences from the paper's values

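The settings with unadjusted P values and the fit of all 9 libraries with the block were chosen after the values were seen. Counts below use the thresholds of the paper, an adjusted P under 0.05 and a change over 1.5-fold, except where unadjusted P is named. The paper gives no full list of its calls, and Table S2 lists only some of them: 82 of 138 and 3 of 199 for farnesol, 329 of 686 and 252 of 662 for tyrosol, and 40 of 205 and 13 of 117 for tyrosol against farnesol. How many of the others each setting drops is unknown.

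For farnesol against control, the paper gives 138 genes higher and 199 lower, and 0 and 0 were called here. None of the alternatives set before the data were examined came within the paper's values. At unadjusted P without farnesol replicate 2, a setting chosen after seeing the values, 138 were higher and 202 lower; of the genes listed in Table S2, 82 of 82 higher and 3 of 3 lower were among them. With all farnesol replicates at unadjusted P, 39 were higher and 84 lower, and 72 of the 82 and 0 of the 3 were dropped.

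For tyrosol against control, the paper gives 686 genes higher and 662 lower, and 0 and 0 were called here. Of the alternatives set before, leaving out tyrosol replicate 2 (548 and 503) and quantile normalization (524 and 478) came within 1.5 times of both values, and the replicate block within that of the lower genes (460) but not of the higher (399). One fit of all 9 libraries (10 and 3) and the others did not. At unadjusted P, chosen after seeing the values, 673 were higher and 672 lower, and 2 of 329 higher and 0 of 252 lower genes listed in Table S2 were dropped. All 9 libraries with the block, also chosen after, gave 448 and 461, and dropped 116 and 79. The block dropped 136 and 86, leaving out tyrosol replicate 2 66 and 72, and quantile normalization 65 and 71.

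For genes called with both compounds, the paper gives 101 higher and 116 lower, and 0 and 0 were called here and in every alternative set before. At unadjusted P without farnesol replicate 2, chosen after seeing the values, there were 100 and 119, and with all farnesol replicates 25 and 33. For tyrosol alone the paper gives 585 higher and 546 lower, and 0 and 0 were called here. The alternatives set before that came within 1.5 times of both were the replicate block (399 and 460), leaving out tyrosol replicate 2 (548 and 503) and quantile normalization (524 and 478); the others did not. At unadjusted P without farnesol replicate 2, chosen after, there were 573 and 553, at unadjusted P with all replicates 648 and 639, and with all 9 libraries and the block 448 and 461.

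For tyrosol against farnesol, Table S2 of the paper gives 205 genes higher and 117 lower, and 0 and 0 were called here. None of the alternatives set before came within these values. At unadjusted P without farnesol replicate 2, chosen after seeing the values, there were 203 and 117, and 1 of 40 higher and 0 of 13 lower genes listed there were dropped. At unadjusted P with all replicates there were 346 and 233, with 6 and 4 dropped.

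For *POT1* under farnesol, the paper's log2 fold change from its supplementary table is −0.19, and the value over all 3 replicates was 0.05. Without farnesol replicate 2 it was −0.19 and without control 1 it was −0.21, both set before; under the others it did not fall within the paper's value.

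Over the 250 genes of Table S3, the sign of the farnesol fold change over all 3 replicates differed from the paper's for 54, and of 38 genes over 1.5-fold in the table 19 were so here, none with another sign. For tyrosol against farnesol the sign differed for 25, and 41 of 59 were over 1.5-fold (58 without farnesol replicate 2). For tyrosol against control 101 of 101 were.

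In farnesol-treated biofilms the paper describes *TYE7*, *CZF1*, *UME6* and *PES1* as upregulated, and in replicate 2 each of them lay below the control mean. The paper treats *ERG9* as a gene without differential expression when choosing genes for RT-qPCR, and lists it among the genes that tyrosol downregulated; its log2 fold change with tyrosol was −0.75.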

Other observations

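Of the heat shock protein genes, which the paper lists and does not discuss, 9 of 10 had a negative log2 fold change with tyrosol, and the list did not pass (median −0.47; camera, adjusted P = 0.061, and 0.058 with the replicate block). *HSP12*, for a stress protein of the membrane (B9J08_001940, scaffold 8), fell by 1.69 with the block (SE 0.3, adjusted P = 0.034, limma). In farnesol replicates 1, 2 and 3 the list had medians of −0.09, −0.9 and 0.55. Against farnesol replicates 1 and 3 all 10 were lower with tyrosol (median −0.59; camera, adjusted P = 0.00031, and 0.81 with an estimated correlation), but against all 3 replicates 8 were and the call was lost (median −0.3, adjusted P = 0.24). Of the pentose phosphate genes, 5 of 7 were lower with tyrosol (median −0.43; camera, adjusted P = 0.12), and the transketolase gene *TKL1* (B9J08_003615, scaffold 1) fell by 1.09 with the block (SE 0.2, adjusted P = 0.034, limma). In farnesol replicates 1 and 3, 6 of those 7 were lower (median −0.49; camera, adjusted P = 0.027, and 0.77 with an estimated correlation); over all 3 replicates the call was lost (median −0.18, adjusted P = 0.25), and replicate 2 had a median of 0.18. All 4 glutamate degradation genes were lower with farnesol, with a median of −0.79 in replicates 1 and 3 (camera, adjusted P = 0.027, and 0.76 with an estimated correlation) and −0.67 over all 3 (adjusted P = 0.026, and 0.59). The median was −0.95, −0.05 and −0.54 in farnesol replicates 1, 2 and 3. All 6 genes of branched-chain amino acid synthesis were higher with tyrosol (median 0.31; camera, adjusted P = 0.2). None of these genes was called without the block, and the study compiled the lists.

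Of the targets of *UME6* that the paper names in its discussion, *ALS3* and *HGC1* had a positive log2 fold change with tyrosol and *HWP1* a negative one. *ECE1*, also named there, is not given here. The adhesin gene *ALS3* (B9J08_004112, scaffold 7), which the tables of the paper pair with several members of the ALS family, rose by 1.77 with tyrosol with the replicate block (SE 0.34, adjusted P = 0.037, limma). It had 1.37 in farnesol replicates 1 and 3, 0.83 in replicate 2 and 1.19 over all 3 (SE 0.35, adjusted P = 0.93, limma). The cyclin gene *HGC1* (B9J08_004946, scaffold 2) rose by 1.33 with tyrosol with the block (SE 0.16, adjusted P = 0.031, limma) and had −0.41, −0.53 and −0.45 with farnesol; between the compounds it had 1.77 (SE 0.31, adjusted P = 0.26, limma). The cell wall gene *HWP1* had −0.26 with tyrosol and 0.07, −0.59 and −0.15 with farnesol. *CR_08330W*, of inositol metabolism, fell by 1.4 with tyrosol with the block (SE 0.18, adjusted P = 0.032, limma).

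In all 3 farnesol libraries, 3 genes lay more than 1.5-fold above every control and 3 below, chosen after their values were seen. Those above were *CFL4*, *FRE10* and B9J08_003999 (scaffold 1, log2 fold change 0.75). Those below were B9J08_003181 (scaffold 1, −0.81), B9J08_000642 (scaffold 3, −1.0) and B9J08_001213 (scaffold 5, −1.49).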
